# Neuronal–glial communication perturbations in murine *SOD1*^*G93A*^ spinal cord

**DOI:** 10.1038/s42003-022-03128-y

**Published:** 2022-02-28

**Authors:** Michael MacLean, Raquel López-Díez, Carolina Vasquez, Paul F. Gugger, Ann Marie Schmidt

**Keywords:** Cellular neuroscience, Amyotrophic lateral sclerosis

## Abstract

Amyotrophic lateral sclerosis (ALS) is an incurable disease characterized by proteinaceous aggregate accumulation and neuroinflammation culminating in rapidly progressive lower and upper motor neuron death. To interrogate cell-intrinsic and inter-cell type perturbations in ALS, single-nucleus RNA sequencing was performed on the lumbar spinal cord in the murine ALS model *SOD1*^*G93A*^ transgenic and littermate control mice at peri-symptomatic onset stage of disease, age 90 days. This work uncovered perturbed tripartite synapse functions, complement activation and metabolic stress in the affected spinal cord; processes evidenced by cell death and proteolytic stress-associated gene sets. Concomitantly, these pro-damage events in the spinal cord co-existed with dysregulated reparative mechanisms. This work provides a resource of cell-specific niches in the ALS spinal cord and asserts that interwoven dysfunctional neuronal-glial communications mediating neurodegeneration are underway prior to overt disease manifestation and are recapitulated, in part, in the human post-mortem ALS spinal cord.

## Abstract (web summary)

In this paper, single-nucleus RNA sequencing was performed to provide a resource of cell-specific niches in the murine ALS model spinal cord at peri-symptomatic onset stage of disease. The data suggest that dysfunctional neuronal-glial communication occurs prior to disease onset, which is partially recapitulated in human post-mortem ALS spinal cord tissue.

## Introduction

Amyotrophic lateral sclerosis (ALS), a disorder of rapidly progressive lower and upper motor neuron death and paralysis, is characterized by disrupted proteostasis, inflammation, and dysregulation of cellular homeostatic functions in the spinal cord; processes that are magnified by maladaptive neuronal–glial communications^1–4^. *SOD1*^*G93A*^ transgenic mice^5,6^ are an established murine model of ALS with predicted gain-of-toxic functions mutations in *SOD1*, such as G93A, which have been identified in patients with familial forms of this disease^7^. Although sporadic forms of ALS are more common, an underlying genetic basis for all cases has been posited, a setting in which environmental and stochastic factors may ultimately trigger presentation of overt disease^8^. There is mounting evidence that ALS is driven by non-cell autonomous alterations^9,10^. In fact, removing the *SOD1* transgene solely from neurons was insufficient to protect from pathology^11–15^. Several studies have reported that modulation of glial or neuronal properties extends lifespan of *SOD1*^*G93A*^ mice^1,4,16–20^. Altogether, these seminal studies provided early evidence that ALS-like phenotypes due to mutant *SOD1* springs from the contributions of multiple cell types. Yet, the precise underlying mechanisms driving these dysfunctional intercellular communications between and within cell types remain unclear.

Accordingly, in the present studies, we considered the use of single-nucleus RNA sequencing (snRNA-seq) versus single-cell RNA-seq (scRNA-seq) to probe the mechanisms of cell-intrinsic and intercellular communications in lumbar spinal cord in a murine model of ALS. In many organs, snRNA-seq achieves comparable gene detection to that of scRNA-seq but has distinct advantages, such as reduced dissociation bias and the elimination of dissociation-induced transcriptional stress responses, as well as compatibility with frozen samples^21^. In the brain tissue in mice, it was reported that although more transcripts were detected in individual whole cells vs. nuclei, both methods were able to discriminate closely-related neuronal cell types. It was concluded that nuclear RNA provided a high degree of information for the characterization of cellular diversity in brain tissues^22^. Furthermore, recent methodological advances have made it possible to label individual nuclei with oligonucleotides, thereby allowing sample pooling, thus further reducing potential batch-associated effects^23^. Thus, we selected snRNA-seq for our studies^23,24^.

Here snRNA-seq was performed on isolated nuclei from lumbar spinal cord tissue of male and female *SOD1*^*G9A3*^ transgenic and littermate control mice at 90 days of age, a peri-symptomatic stage of pathology. Differential gene expression and gene set analyses revealed transcriptional alterations indicative of perturbed glutamatergic synapses, secreted synaptic modulators, complement activation, coincident with dysfunctional repair mechanisms. Specifically, astrocytes displayed transcriptional alterations suggestive of metabolic reprogramming including predicted up-regulation of lipid metabolism-associated transcription factors. In microglia, pathways noted as “systemic lupus erythematosus” and “cytokine-cytokine receptor interaction” were upregulated, suggesting deviation from canonical homeostatic functions. Meanwhile, a population of oligodendrocytes displayed altered transcriptional profiles reminiscent of dysfunctional repair mechanisms. Our findings affirm disrupted cell-intrinsic and neuronal-glial intercellular communications and identify that opposing forces are in play that both exacerbate cellular injury and endeavor to promote repair at a peri-symptomatic stage of pathology. Collectively, this work provides an atlas of cell type-specific alterations emphasizing that these coordinated changes drive neurodegenerative processes and impact intercellular communication; processes that are recapitulated, in part, in the human post-mortem ALS spinal cord.

## Results

### snRNA-seq of *SOD1*^*G93A*^ reveals cell-type-specific transcriptional alterations

To interrogate the cellular contributions and the impact of intercellular communications, we applied snRNA-seq with nuclear hash-tagging of lumbar spinal cord from male and female *SOD1*^*G93A*^ and littermate control mice at a peri-symptomatic stage of pathology, age 90 days (Fig. 1a) (Supplementary Fig. 1a–f). 

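The lumbar spinal cords of 12 mice aged 90 days were analysed, 3 mice for each combination of sex and genotype. SOD1G93A mice carry a human SOD1 transgene with a mutation found in familial ALS, and littermates without the transgene served as wild-type (WT) controls. Nuclei were stained with hashtags, antibodies whose oligonucleotide tags mark the mouse a nucleus came from, and were loaded on the droplet-based 10x platform in 3 batches, the pools A, B and C. Each pool held 1 mouse of every sex and genotype. The authors counted unique molecular identifiers (UMIs), which tag single captured RNA molecules, with CellRanger on a pre-mRNA version of the mm10 genome, so that transcripts with introns were counted. They assigned the nuclei to mice by hashtag, kept nuclei with at least 200 genes and at most 10% mitochondrial UMIs, and removed nuclei with an ambiguous hashtag signal. The deposited counts are UMIs without normalization, in 14662 nuclei, and contain no mitochondrial genes. They sum to 206486779 UMIs, with a median of 9434 UMIs and 3177 genes per nucleus. Pools A, B and C held 4687, 6079 and 3896 nuclei.

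Depth differed between the groups. Female SOD1G93A mice had the fewest nuclei, 548 to 857 per mouse (median 635), with between 6411715 and 11610142 UMIs (median 9261679). Female WT mice had 1036 to 1554 nuclei (median 1413) and between 11248777 and 25703675 UMIs (median 21519911). Male SOD1G93A mice had 952 to 1420 nuclei (median 1409) and between 9841989 and 24308985 UMIs (median 14969565). Male WT mice had 896 to 2259 nuclei (median 1683) and between 10381682 and 36668441 UMIs (median 24560218). The sex recorded for each mouse was checked against its RNA. Xist, an X-linked transcript of females, was counted at 5.11 to 7.51 per 10000 UMIs in the females and at 0.105 to 0.337 in the males. The Y-linked genes together made up 3.89 to 4.09 per 10000 UMIs in the males and 0.106 to 0.145 in the females.

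For differential expression the UMIs of all nuclei of one cell type in one mouse were summed, so that the mouse was the replicate. Genes with low counts were removed with edgeR's filterByExpr, library sizes were scaled with TMMwsp factors, and each gene was tested with limma-voom in a model with a term for each sex and genotype group and a term for the pool. P values were adjusted over the genes tested in a cell type with the Benjamini-Hochberg method, and genes with FDR < 0.1 were counted as DEGs, as in the paper. The genotype effect is the average of the effects in males and females. The pool term, the count filter and the number of nuclei were choices that changed the numbers of DEGs. Levels of genes are given as CPM on the scaled library sizes, with the mean ± SD over 6 mice per genotype. The direction of a change was also counted over the 6 pairs formed by the SOD1G93A and the WT mouse of the same sex and pool. Positions are those of GRCm38 (mm10), taken from the GENCODE annotation by gene symbol, which matched 98.1% of the genes.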

Transcriptionally defined clusters of nuclei from both genotypes and sexes were identified for neurons, motor neurons, oligodendrocytes, oligodendrocyte precursors (OPCs), astrocytes, microglia, fibroblasts, endothelial cells, ependymal cells, and a heterogeneous population of Schwann cells and other meningeal cells (Fig. 1b, c, Supplementary Fig. 2a, b)^24^. 

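The cell types are those the authors assigned. Neurons other than motor neurons made up 60.0% of the nuclei (8800 nuclei), oligodendrocytes 14.8% (2165 nuclei), astrocytes 10.6% (1555 nuclei), and the Schwann and meningeal cells 7.03% (1031 nuclei). Endothelial cells made up 3.42% (501 nuclei), microglia 1.52% (223 nuclei), OPCs 1.23% (181 nuclei), ependymal cells 0.634% (93 nuclei), motor neurons 0.457% (67 nuclei) and fibroblasts 0.314% (46 nuclei). Ependymal nuclei came from 11 of the 12 mice and fibroblast nuclei from 10. All other types had nuclei of every mouse, but some mice contributed few, with 1 to 11 motor neuron nuclei and 5 to 41 microglial nuclei per mouse. The median number of UMIs per nucleus was 1584 in Schwann and meningeal cells, 12864.5 in neurons, 46927 in microglia and 53245 in motor neurons.

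For some of the types, the UMIs of the 3 markers shown in Fig. 1b were summed per mouse and averaged over mice, as CPM on unscaled library sizes. Aqp4, Aldh1l1 and Gfap stood at 1430 in astrocytes against 22.2 in neurons. Grin1, Rbfox3 and Camk2a stood at 795 in neurons against 167 in astrocytes and 185 in oligodendrocytes. Slit3, Prph and Chat stood at 1390 in motor neurons against 90.5 in the other neurons. Cx3cr1, Csf1r and Ptprc stood at 80.9 in microglia, against 64.2 in ependymal cells, 49.4 in Schwann and meningeal cells, 29.7 in OPCs, 22.6 in oligodendrocytes and 14.2 in neurons. The microglial nuclei also carried the neuron markers at 518 CPM and the OPC markers Tnr, Vcan and Cspg4 at 672 CPM, where OPCs had 3720 and neurons 431. The oligodendrocyte markers stood at 2370 CPM in microglial nuclei, where oligodendrocytes had 6150, OPCs 2050 and neurons 382. Of the 223 microglial nuclei, 166 (74.4%) had at least as many UMIs of the neuron markers as the median neuron.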

There were no significant differences in the abundance of any one cell type by genotype or sex (FDR > 0.05).

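The number of nuclei of each type in each mouse was tested with edgeR's quasi-likelihood test, with all nuclei of the mouse as the library size. For genotype, 0 of the 10 types passed FDR < 0.05 and 1 had an unadjusted p under 0.05. This was the Schwann and meningeal type, which made up 4.45% ± 2.26 of the nuclei in WT mice and 13.1% ± 7.46 in SOD1G93A mice (SD, n = 6 mice each), a log2 fold change of 1.42 (edgeR FDR = 0.149). For this type the scaling decided the call. With TMM factors the log2 fold change was 1.72 (edgeR FDR = 0.0362), and with limma on log2 ratios it was 1.80 (limma FDR = 0.0631). Without the female WT mouse of pool B it was 1.99 (edgeR FDR = 0.00629). Neurons made up 63.8% ± 5.92 in WT and 52.4% ± 5.35 in SOD1G93A mice (edgeR FDR = 0.308), and motor neurons 0.509% ± 0.131 and 0.382% ± 0.127 (edgeR FDR = 0.646). Between the sexes, the smallest edgeR FDR was 0.497, shared by astrocytes, endothelial cells and oligodendrocytes. Astrocytes made up 12.1% ± 2.56 of the nuclei in males and 9.07% ± 1.83 in females. With 6 mice per group and few nuclei of the rare types, small differences in abundance were not detectable.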

**Fig. 1:**
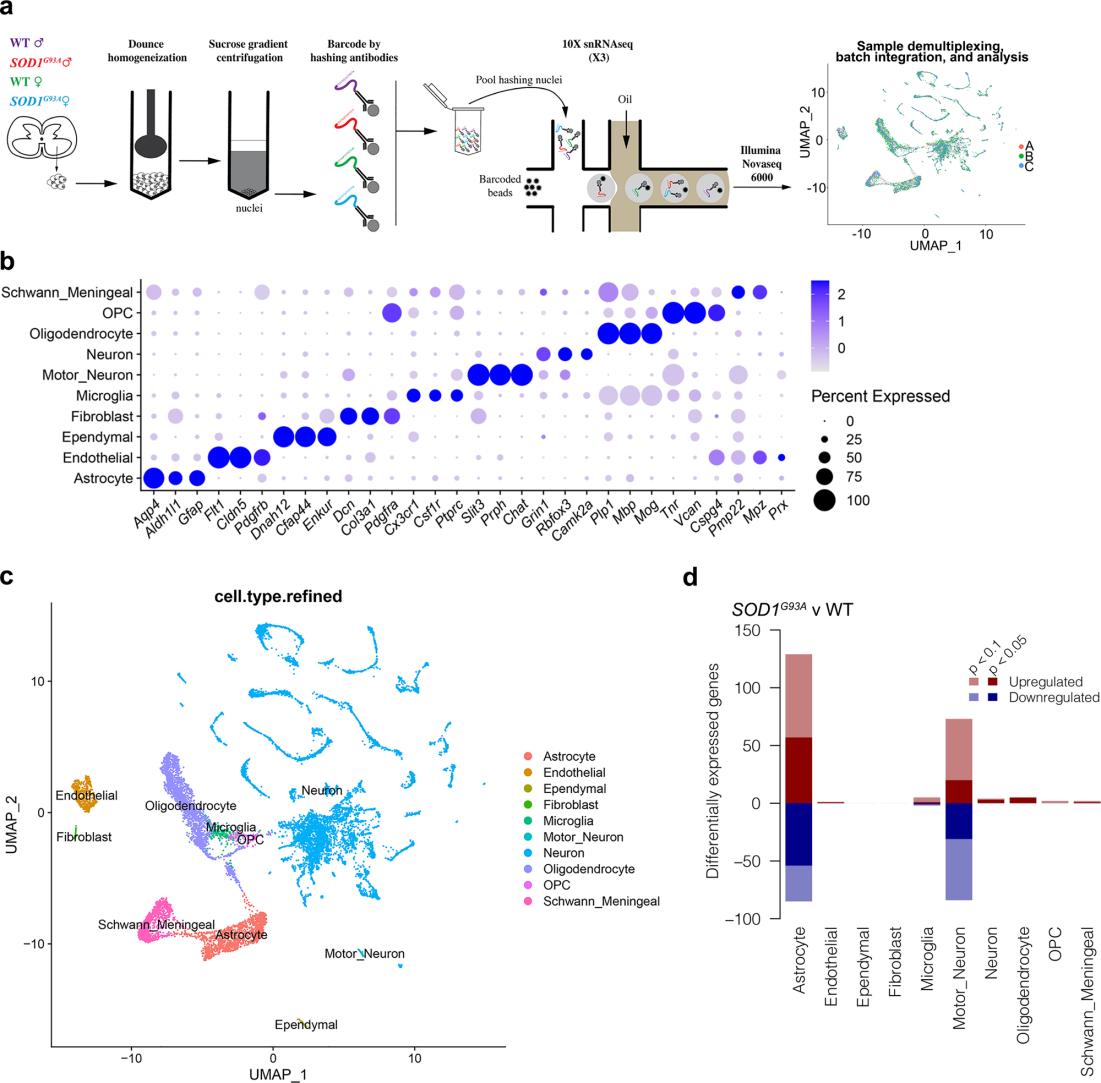
Single-nucleus RNA-seq of murine *SOD1*^*G93A*^ and WT mice lumbar spinal cord captures major cell types at peri-symptomatic onset stage of disease. **a** Experimental design schematic. a-b-c refers to the individual batches in rightmost panel. **b** Dot plot of marker gene expression in each cell type. **c** Dimensionality reduction (UMAP) plot of lumbar spinal cord nuclei colored by assigned cell type. **d** Bar chart summarizing the number of differentially expressed genes (DEGs) between genotypes for each cell type (FDR < 0.1). Positive and negative *y*-axis values indicate number of up-regulated and down-regulated genes, respectively. *N* = 3 independent mice per genotype per sex.

Differential expression analyses between genotypes for each cell type indicated that astrocytes and motor neurons displayed the largest number of differentially expressed genes (DEGs), followed by oligodendrocytes and microglia (Fig. 1d). 

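In astrocytes 9347 genes passed the count filter and 214 were DEGs, 129 higher and 85 lower in SOD1G93A. In motor neurons 157 of 5118 genes were DEGs, 73 higher and 84 lower. The other types gave 7 DEGs in microglia (of 9218 genes), 5 in oligodendrocytes (of 10521), 4 in neurons (of 15681), 2 each in OPCs (of 4868) and in Schwann and meningeal cells (of 5562), and 1 in endothelial cells (of 7637). In ependymal cells limma called 0 of 471 genes and in fibroblasts 0 of 561, where 44 and 32 genes had an unadjusted p under 0.05. In these types edgeR called 0 genes in both, and DESeq2 called 0 in ependymal cells and 1 in fibroblasts. The only endothelial DEG was Sod1. The median log2 fold change over all tested genes was 0.02 in astrocytes and 0.00 in motor neurons.

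Of the settings tried, the number of nuclei moved the astrocyte count most. In the 6 types with enough nuclei, as many were drawn in every mouse as that mouse had motor neurons. The median over 20 draws fell to 1.5 DEGs in astrocytes and to 0 in neurons and in oligodendrocytes. Depth was not made equal, since a median nucleus held 53245 UMIs in motor neurons, 12864.5 in neurons, 5786 in oligodendrocytes and 5338 in astrocytes. These counts therefore cannot be set against that of motor neurons. Since most of the changes were found in motor neurons, microglia, astrocytes and oligodendrocytes, the paper focused its further analyses on these 4 types.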

Other neuronal sub-types displayed few DEGs (Supplementary Fig. 2c, Supplementary Data 1). 

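The authors divided the neurons into 9 sub-types, in which 19 gene calls were made in all. The sub-types labelled DE and MI had 4 DEGs each, the neurons of unclear sub-type 3, the sub-types DI, VC and VI 2 each, and VE and VM 1 each. In the sub-type ME limma called 0 of 3977 genes, with 147 at an unadjusted p under 0.05. Sod1 accounted for 8 of the 19 calls. Xpo1 (chromosome 11, 23256041 to 23298249) was higher in SOD1G93A in the sub-types MI (log2 fold change 0.89, limma FDR = 0.00242) and DE (0.53, limma FDR = 0.0146) and in neurons of unclear sub-type (0.58, limma FDR = 0.01), each time in 6 of 6 pairs. Without the male SOD1G93A mouse of pool A, the FDR in the neurons of unclear sub-type was 0.106. Flrt2 (chromosome 12, 95692226 to 95785215) was lower in the sub-type DE, at 94.7 ± 10.8 CPM against 160 ± 21.8 in WT (log2 fold change −0.76, limma FDR = 0.00249, lower in 6 of 6 pairs). DESeq2 called 58 genes over the 9 sub-types, limma without the pool term 7, and limma without the filter on low counts 91. Without the female WT mouse of pool A the total was 108.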

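Sod1 lies on chromosome 16 (90220754 to 90226329). Because reads were aligned to the mouse genome, the counts on Sod1 can include transcripts of the human transgene. In endothelial cells Sod1 rose from 148 ± 42.3 CPM in WT to 1900 ± 509.7 in SOD1G93A mice (SD, n = 6 mice each), a log2 fold change of 3.68 (standard error 0.14, limma FDR = 1.14e-13). In motor neurons it rose from 21.3 ± 15.0 to 301.2 ± 282 CPM (log2 fold change 3.85, standard error 0.32, limma FDR = 5.4e-07), and in Schwann and meningeal cells from 526 ± 353 to 3256 ± 1755 CPM (log2 fold change 2.72, limma FDR = 9.29e-10). The log2 fold change was 2.31 in astrocytes (limma FDR = 3.98e-07), 2.41 in microglia (limma FDR = 0.0915), 1.29 in neurons (limma FDR = 0.00246) and 1.23 in oligodendrocytes (limma FDR = 9.92e-04). Sod1 was higher in 6 of 6 pairs in each of these types. It was also higher in 6 of 6 pairs of OPCs, where the difference did not pass (log2 fold change 1.64, limma FDR = 0.165; edgeR FDR = 0.0947), and in 4 of 5 pairs of ependymal cells (log2 fold change 1.01, limma FDR = 0.503). In fibroblasts, with 8 UMIs in WT and 19 in SOD1G93A mice, it did not reach the count filter. In microglia 7 of the 12 mice were each needed for the call, and without the male WT mouse of pool A the FDR was 0.415.

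The level depended on the pool. WT mice of pool A had more Sod1 than any WT mouse of pools B and C in 6 of the 8 types with nuclei of every mouse, in neurons for example 64.0 and 84.9 CPM on unscaled library sizes against 28.6 to 37.2. Without the pool term Sod1 was no longer a DEG in neurons (limma FDR = 1), in oligodendrocytes (0.897) or in microglia (0.203). The male SOD1G93A mouse of pool A had the highest level of the SOD1G93A mice in all 8.

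**Figure D1:**
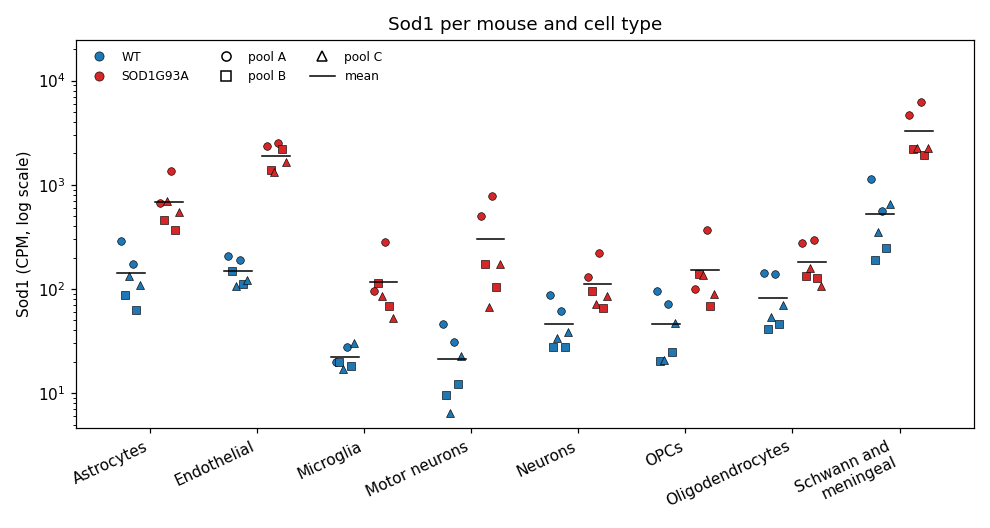
Sod1 per mouse in the 8 cell types with nuclei of all 12 mice, as CPM on a log axis. Each marker is 1 mouse, WT in blue and SOD1G93A in red, with circles for pool A, squares for pool B, triangles for pool C and the line the mean of the 6 mice. In endothelial cells the SOD1G93A mice lie around a mean of 1900 CPM and the WT mice around 148.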

As expected, *SOD1* was consistently overexpressed in *SOD1*^*G93A*^ cells^5,6^ (Supplementary Data 1). 

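The difference between females and males was tested as the average over both genotypes, and genes on X and Y were counted apart. On X and Y, Xist was a DEG in neurons, for example, with a log2 fold change of 5.26 between females and males (limma FDR = 3.91e-10) and the same direction in all 3 pools. Uty was lower in females there, with a log2 fold change of −5.45 (limma FDR = 7.54e-13). Outside X and Y, 10 of the 7637 genes tested in endothelial cells differed between the sexes, 6 higher and 4 lower in females. There were 4 such genes in astrocytes, 3 each in OPCs and in Schwann and meningeal cells, and 1 in neurons. In motor neurons, oligodendrocytes, ependymal cells and fibroblasts limma called 0 genes outside X and Y, with 283, 506, 18 and 42 genes, X and Y included, at an unadjusted p under 0.05. Microglia, at 33, had more than these 9 types together, at 21. The order was reversed with the other tools, at 21 in microglia against 36 in the 9 types with edgeR and 24 against 64 with DESeq2. The total over the 9 types moved most with 1 mouse, to 202 without the male WT mouse of pool B.

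The endothelial genes were named after their values had been seen. Hspa1a (log2 fold change −3.60, limma FDR = 0.0108) and Hspa1b (−2.97, limma FDR = 0.0108), 2 near-identical genes whose UMIs could be split between them, were lower in females in all 3 pools. Nr1d1 (1.19), Tef (1.26) and Hlf (0.99) were higher in females in all 3 pools, each at a limma FDR of 0.0361.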

Besides X- or Y-linked genes, such as *Xist*, most cell types did not display gene expression differences between sexes (averaged across genotype) with the exception of microglia (Supplementary Data 1). Four genes demonstrated a significant genotype-by-sex interaction: one gene in astrocytes: *Hpse2*; and three within motor neurons: *Frmpd4, Klhl1*, and *Spint2* (Supplementary Data 1). 

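For each gene the genotype effect in males was compared with that in females, and the difference is given as male minus female on the log2 scale. Hpse2 lies on chromosome 19 (42786539 to 43388355). In astrocytes its log2 fold change was −2.75 (standard error 0.44) in males and 0.98 (standard error 0.47) in females, a difference of −3.72 (limma FDR = 0.0559). The counts behind it were low, with 102 UMIs in the 3 male WT mice and 12 in the 3 male SOD1G93A mice, 20 in the female WT mice and 29 in the female SOD1G93A mice. The male WT mouse of pool A had 67.2 CPM, while the other WT mice had 4.27 to 22.1. The FDR for Hpse2 was 0.708 with edgeR and 1 with DESeq2, and the gene no longer passed without any 1 of 6 mice, for example without the male SOD1G93A mouse of pool A (limma FDR = 1).

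Frmpd4 lies on the X chromosome (167471309 to 168577231). In motor neurons it stood at 469 ± 189.8 CPM in male SOD1G93A and 1189 ± 189.6 in male WT mice, and at 2028 ± 260.4 in female SOD1G93A and 1370 ± 329 in female WT mice (SD, n = 3 mice each). The difference between the sexes was −2.01 (limma FDR = 0.0128). Without the female SOD1G93A mouse of pool B the FDR was 0.138. For Frmpd4, Klhl1 and Spint2 alike, the female SOD1G93A mice had 2, 4 and 1 motor neuron nuclei in pools A, B and C. With so few nuclei, which of them were captured cannot be told apart from an effect of sex. Klhl1 (chromosome 14, 96102736 to 96519102) rose in males, from 23.0 ± 10.8 to 118.8 ± 31.4 CPM, and fell in females, from 171 ± 59.2 to 17.3 ± 15.2 CPM, a difference of 4.90 (limma FDR = 0.0128). The female SOD1G93A mice had 10 UMIs of Klhl1 in all. Without the female SOD1G93A mouse of pool A the FDR was 0.119, and without that of pool B it was 0.138. Spint2 (chromosome 7, 29256323 to 29281912) had a log2 fold change of −0.63 (standard error 0.31) in males and 1.93 (standard error 0.36) in females, a difference of −2.56 (limma FDR = 0.0402). Spint2 no longer passed without any 1 of 7 mice, with an FDR of 0.263 without the male WT mouse of pool C. Over the 10 cell types, edgeR called 2 genes for this difference, and limma called 28 without the filter on low counts and 1 with a minimum count of 30.

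**Figure D2:**
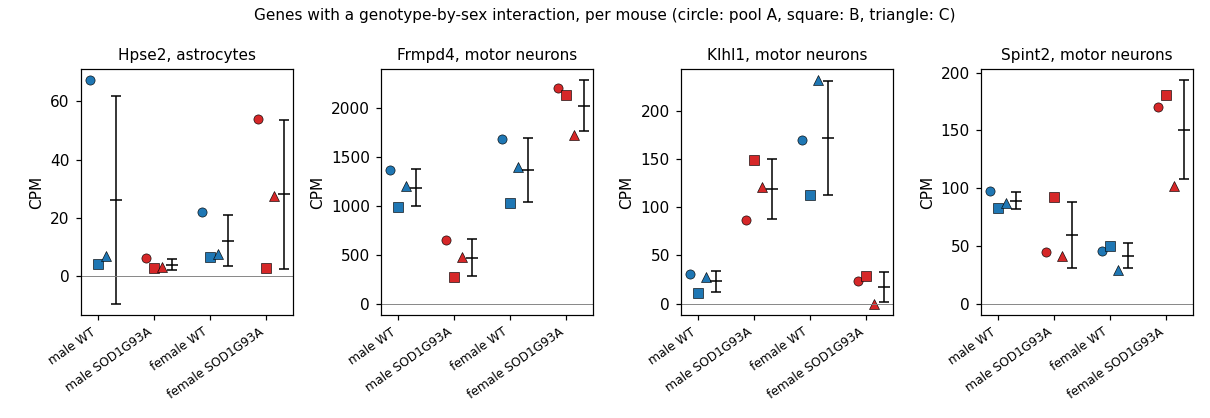
CPM per mouse of Hpse2 in astrocytes and of Frmpd4, Klhl1 and Spint2 in motor neurons, by sex and genotype, on linear axes. Each marker is 1 mouse, a circle for pool A, a square for pool B and a triangle for pool C, with the mean and the SD of the 3 mice of a group as a bar. Frmpd4 averages 469 CPM in the male SOD1G93A mice and 1189 in the male WT mice.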

In the case of these genes, the magnitude and/or direction of expression changes between genotypes differed depending on the sex of the mice.

### In silico modeling of *SOD1*^*G93A*^ intercellular networking reveals dysfunctional communication

While many studies have investigated discrete roles for individual cell types in the progression of ALS, few, if any studies, have examined the interdependencies of these cellular interactions and their alterations in disease. As the most transcriptional alterations during this peri-symptomatic onset period were identified in motor neurons, microglia, astrocytes, and oligodendrocytes, we focused on these cell types for further analyses. NicheNetR was employed to examine potential cellular cross-talk by inferring receptor-ligand pairs, which could drive the observed differential expression patterns among these cells. Many of the top predicted ligands across cell types related to extracellular matrix and cell–cell adhesion molecules, including those present at synapses such as neuroregulins, Nogo, and cadherins (Fig. 2a–d). Altogether, this analysis suggests dysregulation of motor neuron–glia interactions, potentially at synapses. Accordingly, we examined the specific transcriptomic and transcription factor regulatory nodes within each of these cell types, beginning with motor neurons, to establish evidence for this putative model.

**Fig. 2:**
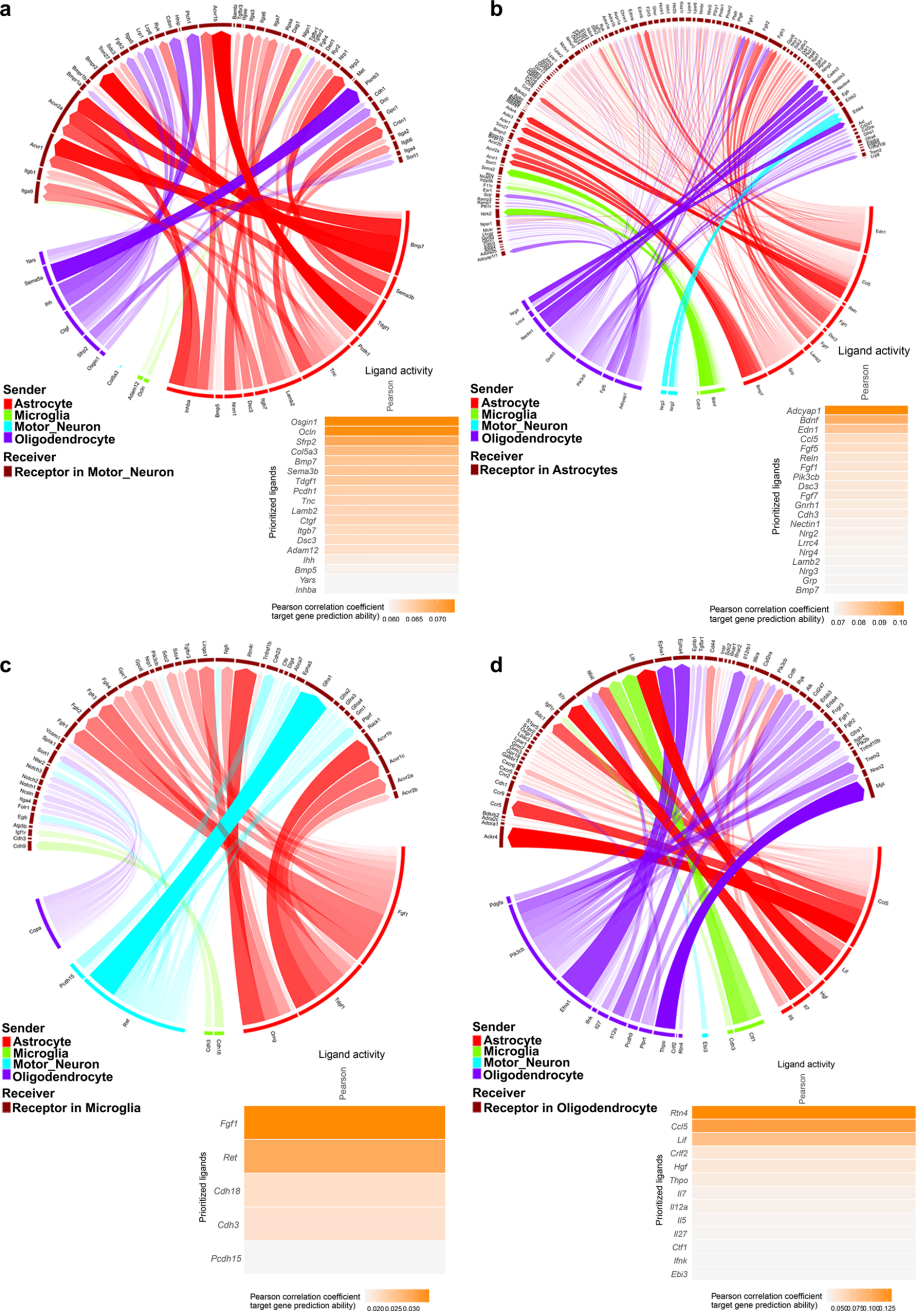
Intercellular communication between motor neurons, astrocytes, microglia and oligodendrocytes is altered between *SOD1*^*G93A*^ and WT cells at peri-symptomatic onset stage of disease. Circos plots^88^ of the top putative ligand–receptor interactions and heatmaps of top ligands’ Pearson correlation coefficients, an estimate of ligand activity, in: **a** motor neurons, **b** astrocytes, **c** microglia, and **d** oligodendrocytes. Line width and opacity indicate ligand–receptor interaction weight. Color legend indicates predicted cellular source of ligand based on maximal expression in included cell types. *N* = 3 independent mice per genotype per sex.

### Motor neurons undergo cell death- and synaptic dysfunction-related transcriptional changes in *SOD1*^*G93A*^ mice at age 90 days

Neuronal stress responses in ALS are exacerbated by the intracellular collection of proteinaceous aggregates and through damaging signals emitted by other cell types^4,25,26^. In motor neurons, 158 DEGs, with false-discovery rate (FDR) < 0.1, were identified between *SOD1*^*G93A*^ and wild-type (WT) mice (Fig. 3a, Supplementary Data 1). 

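The test rested on 67 motor neurons, which gave between 27658 and 651446 UMIs per mouse (median 289242.5). Motor neuron DEGs numbered 157 here, of which 51 passed FDR < 0.05. Vgf (chromosome 5, 137026392 to 137033351) rose from 12.5 ± 9.13 CPM in WT to 125.1 ± 127 in SOD1G93A mice (log2 fold change 3.12, limma FDR = 0.00946, higher in 5 of 6 pairs). Gap43 (chromosome 16, 42248442 to 42340651) rose from 10.6 ± 6.91 to 66.9 ± 60.02 CPM (log2 fold change 2.66, limma FDR = 0.00937, higher in 6 of 6 pairs). In Gap43 the male SOD1G93A mouse of pool C had 185 CPM and the other SOD1G93A mice 17.6 to 61.7. Without the female SOD1G93A mouse of pool B, the FDR of Gap43 was 0.101. Hsp90aa1 (chromosome 12, 110690605 to 110702728) had a log2 fold change of 1.57 (limma FDR = 0.0229, higher in 6 of 6 pairs). Among the genes lower in SOD1G93A, L3mbtl4 (chromosome 17, 68273797 to 68780086) fell from 555 ± 151 to 160.5 ± 94.9 CPM (log2 fold change −1.83, limma FDR = 0.00929, lower in 6 of 6 pairs). Prkca (−1.34), Prkcb (−1.26), Pdzrn4 (−1.16) and Csmd3 (−1.01) also fell, in 5 or 6 of 6 pairs. One mouse stood apart for Pdzrn4, the female SOD1G93A mouse of pool B (754 CPM, other SOD1G93A mice 232 to 399), and for Csmd3, the male WT mouse of pool C (7189 CPM, other WT mice 3684 to 4936).

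Lower genes were long, with a median span of 236738 bases against 30602 for the higher genes and 69252 for all genes tested. Of the 73 higher genes, 29 had at least 2 times the level in astrocytes that they had in motor neurons, as did 11.6% of all genes tested. The count changed with the test and the mice. It was 72 with edgeR and 117 with DESeq2, 40 without the pool term, 457 without the filter on low counts and 51 with a minimum count of 30. It fell to 52 without the female WT mouse of pool C and rose to 260 without the male SOD1G93A mouse of pool B. With the UMIs of every mouse thinned to those of the smallest, 771 genes could be tested and the median over 20 draws was 0.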

To examine the overarching KEGG and Reactome gene sets that exhibited the strongest alterations, we utilized self-contained rotation (ROAST) and competitive correlation-adjusted mean rank (CAMERA) gene set testing^27,28^. Cell death and reactive oxygen species (ROS) production-associated gene sets were strongly up-regulated in *SOD1*^*G93A*^ motor neurons (Fig. 3b, c, Supplementary Data 1).

**Fig. 3:**
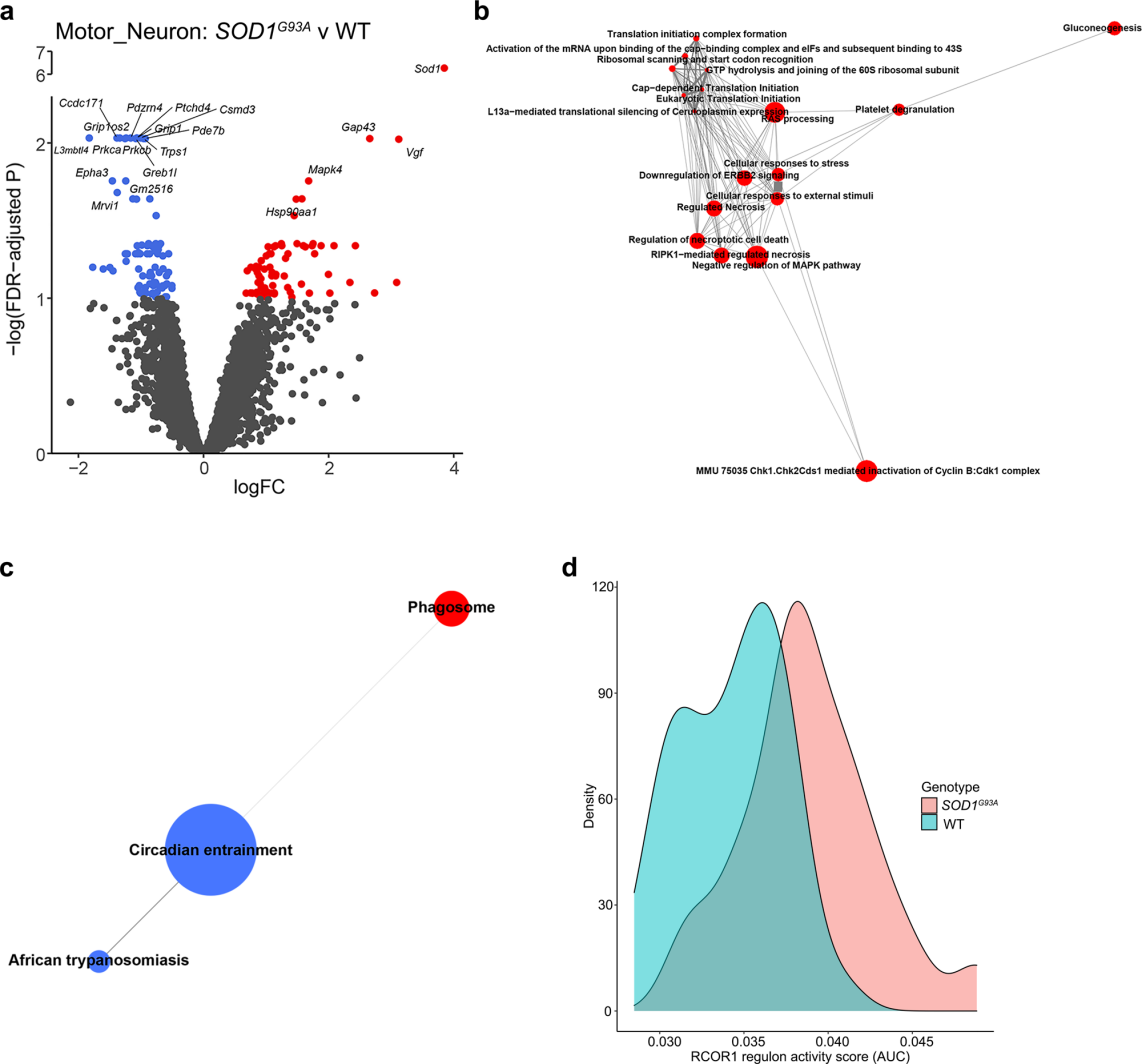
*SOD1*^*G93A*^ motor neurons exhibit altered synaptic functions concomitant with increased cell death-associated pathways at peri-symptomatic onset stage of disease. **a** Volcano plot of differential expression between genotypes in motor neurons. Genes with FDR < 0.1 are colored red (up-regulated) or blue (down-regulated). **b** Motor neuron Reactome gene sets that are significantly differentially expressed between genotypes in both ROAST and CAMERA displayed as a network. **c** Motor neuron KEGG gene sets that are significantly differentially expressed between genotypes in both ROAST and CAMERA displayed as a network. For **b**, **c**: Internode line thickness reflects number of shared genes. Node size represents number of genes in the set. Red and blue nodes denote up-regulation and down-regulation, respectively. **d** Density plot of RCOR1 regulon activity scores for motor neurons. *N* = 3 independent mice per genotype per sex.

To discover potential regulatory transcription factors underlying the observed differential gene expression, single-cell regulatory network inference and clustering analysis (SCENIC)^29^ was performed. SCENIC generates a list of inferred transcription factors and targets, termed a “regulon”, and calculates an activity score based on ranked expression of the regulon relative to all genes in each cell. This analysis revealed several transcriptional regulators with altered activity in *SOD1*^*G93A*^ motor neurons including dysregulation of the RCOR1 regulon, consisting of downstream genes associated with proteostasis and metabolic pathways (Fig. 3d, Supplementary Fig. 3a, Supplementary Data 1). RCOR1 is a transcriptional and epigenetic regulator of neuronal fate, thereby implying that even before symptomatic onset, motor neuron homeostatic properties are substantively perturbed^30,31^.

Multiple synapse-associated gene sets were significantly altered according to ROAST including “Glutamatergic synapse” (Supplementary Data 1, Supplementary Fig. 3b). 

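Grip1 encodes a scaffold protein that binds AMPA-type glutamate receptors and lies on chromosome 10 (119453830 to 120087261). In motor neurons it stood at 5808 ± 1445 CPM in WT and 2694 ± 632 in SOD1G93A mice (SD, n = 6 mice each), a log2 fold change of −1.07 (standard error 0.18, limma FDR = 0.00929, lower in 6 of 6 pairs). Its log2 fold change stayed between −1.21 and −0.94 with each mouse left out in turn. Grip1os2, annotated within the span of Grip1, had a log2 fold change of −1.24 (limma FDR = 0.00929, lower in 5 of 6 pairs), and UMIs could be split between the 2 genes. Grik4 (chromosome 9, 42518135 to 42944493), a kainate receptor, fell from 634 ± 238 to 312 ± 58.4 CPM (log2 fold change −0.86, standard error 0.23, limma FDR = 0.0809, lower in 6 of 6 pairs). Grik4 no longer passed without any 1 of 9 mice (limma FDR up to 0.18, without the male SOD1G93A mouse of pool C), without the pool term (0.106), with a minimum count of 30 (0.133) or with library sizes alone (0.11).

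All 22 glutamate receptor genes tested in motor neurons, chosen by name and without Grip1, had a median log2 fold change of −0.18 (limma's camera FDR = 0.0811, fry FDR = 0.229). From the lower receptors and the altered synapse gene sets, the paper proposes that motor neurons have altered function of glutamatergic synapses.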

In fact, among the DEGs were glutamate receptors *Grip1, Grid2*, and *Grik4*, all of which were significantly down-regulated in *SOD1*^*G93A*^ vs. WT motor neurons. Altogether, these data suggest that motor neurons may exhibit altered glutamatergic synapse function coupled with cell death-associated pathways and pointed to the possibility of altered astrocyte properties.

### *SOD1*^*G93A*^ astrocytes exhibit unique transcriptional changes indicative of altered metabolic, supportive and stress responses at age 90 days

Extensive research implicates non-neuronal cells in the pathogenesis of ALS^1–4,32,33^ and pinpoints pathological roles for astrocyte dysfunction in the promotion of neuronal injury and disease progression, at least in part through the loss of support factors, but the full range of mechanisms remains elusive^2,16,34^. Accordingly, *SOD1*^*G93A*^ vs. WT astrocytes exhibited differential expression of 214 genes (Fig. 4a). 

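The 1555 astrocyte nuclei gave between 294711 and 1743993 UMIs per mouse (median 753792). Of the 214 DEGs, 111 passed FDR < 0.05. Gfap (chromosome 11, 102887336 to 102900912) rose from 265 ± 31.9 CPM in WT to 576.5 ± 87.6 in SOD1G93A mice (SD, n = 6 mice each; log2 fold change 1.12, standard error 0.11, limma FDR = 7.32e-07, higher in 6 of 6 pairs). Aqp4 (chromosome 18, 15389496 to 15410982) rose from 698 ± 75.8 to 1218 ± 153 CPM (log2 fold change 0.80, limma FDR = 1.3e-04, higher in 6 of 6 pairs), and Vim (chromosome 2, 13573927 to 13582826) from 8.26 ± 3.97 to 26.9 ± 10.8 CPM (log2 fold change 1.71, limma FDR = 0.00199, higher in 6 of 6 pairs). Gpc5 (chromosome 14, 115092215 to 116525179) fell from 9787 ± 1749 to 5771 ± 1019 CPM (log2 fold change −0.76, limma FDR = 1.28e-04, lower in 6 of 6 pairs). Rora fell by 0.56 on the log2 scale (limma FDR = 0.00537) and Tpd52l1 by 0.83 (limma FDR = 0.00297), both in 6 of 6 pairs. With each mouse left out in turn, these 6 genes kept FDR < 0.1.

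As in motor neurons, the lower genes were longer, with a median span of 113583 bases against 20505 for the higher genes. With edgeR there were 194 DEGs, of which 187 were among the 214, and with DESeq2 146, of which 101 were among them, with no gene of opposite sign. DESeq2 called 49 higher and 97 lower genes, where limma with library sizes alone called 205 higher and 65 lower. Without the pool term there were 105 DEGs. The number was 80 without the male WT mouse of pool C and 396 without the female SOD1G93A mouse of pool A.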

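In astrocytes, Clu (chromosome 14, 65968483 to 65981547) rose from 212 ± 41.2 CPM in WT to 398 ± 83.5 in SOD1G93A mice (SD, n = 6 mice each), a log2 fold change of 0.91 (standard error 0.12, limma FDR = 1.3e-04, higher in 6 of 6 pairs). With each mouse left out in turn its FDR was at most 0.00173. Sparc (chromosome 11, 55394500 to 55423183) rose from 421 ± 56.9 to 550.5 ± 81.9 CPM, a log2 fold change of 0.39 (standard error 0.11) just within the threshold (limma FDR = 0.0962, higher in 5 of 6 pairs). Sparc passed no longer without any 1 of 9 mice, with an FDR up to 0.345 without the male SOD1G93A mouse of pool A, nor with edgeR (FDR = 0.124), with TMM factors (limma FDR = 0.104) or without the pool term (0.166). Grin2c (chromosome 11, 115249169 to 115267243), which encodes a subunit of NMDA-type glutamate receptors, stood at 76.1 ± 20.7 CPM in WT and 42.0 ± 12.2 in SOD1G93A mice. This is a log2 fold change of −0.78 (standard error 0.19, limma FDR = 0.0404), lower in SOD1G93A in 6 of 6 pairs. Leaving out each mouse in turn kept it between −0.96 and −0.66, with an FDR above the threshold for 4 mice (up to 0.138, without the female SOD1G93A mouse of pool C). Without the pool term the FDR of Grin2c was 0.121.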

Up-regulation of *Grin2c*, *Sparc*, and *Clu* was identified; these genes regulate glutamate-induced signal transduction and synapse function (Fig. 4a, Supplementary Data 1)^35–38^. The strongest gene-set alterations within astrocytes were related to complement activation (Fig. 4b, c, Supplementary Data 1). These data align with previous studies that illustrated gene expression differences with inflammatory and metabolic signatures in neurodegeneration and complement induction by reactive astrocytes^16,33,39,40^.

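The KEGG and Reactome sets were not analysed here. As a related measure, the 5 complement genes that passed the count filter in astrocytes, chosen by name, had a median log2 fold change of 0.25 and a mean of 0.44 (limma's camera FDR = 0.0165). Of the gene families tested this way in astrocytes, the metallothioneins and ferritin, the ribosomal proteins and the heat-shock proteins had smaller camera FDR values. Under fry, which makes no assumption about the correlation between genes, complement and the metallothioneins and ferritin had FDR = 0.0157, while the ribosomal proteins (0.18) and the heat-shock proteins (0.201) did not pass. With a correlation estimated from the data, camera gave an FDR of 0.336. The increase came from 2 members. C4b (chromosome 17, 34728380 to 34743882), whose UMIs could be split with its near-identical copy C4a, rose from 16.3 ± 2.44 CPM in WT to 39.2 ± 10.1 in SOD1G93A mice (log2 fold change 1.25, limma FDR = 0.00304, higher in 6 of 6 pairs), and Clu is also counted in this family. Cd46, which limits complement activation, had a log2 fold change of −0.26 and was not a DEG.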

**Fig. 4:**
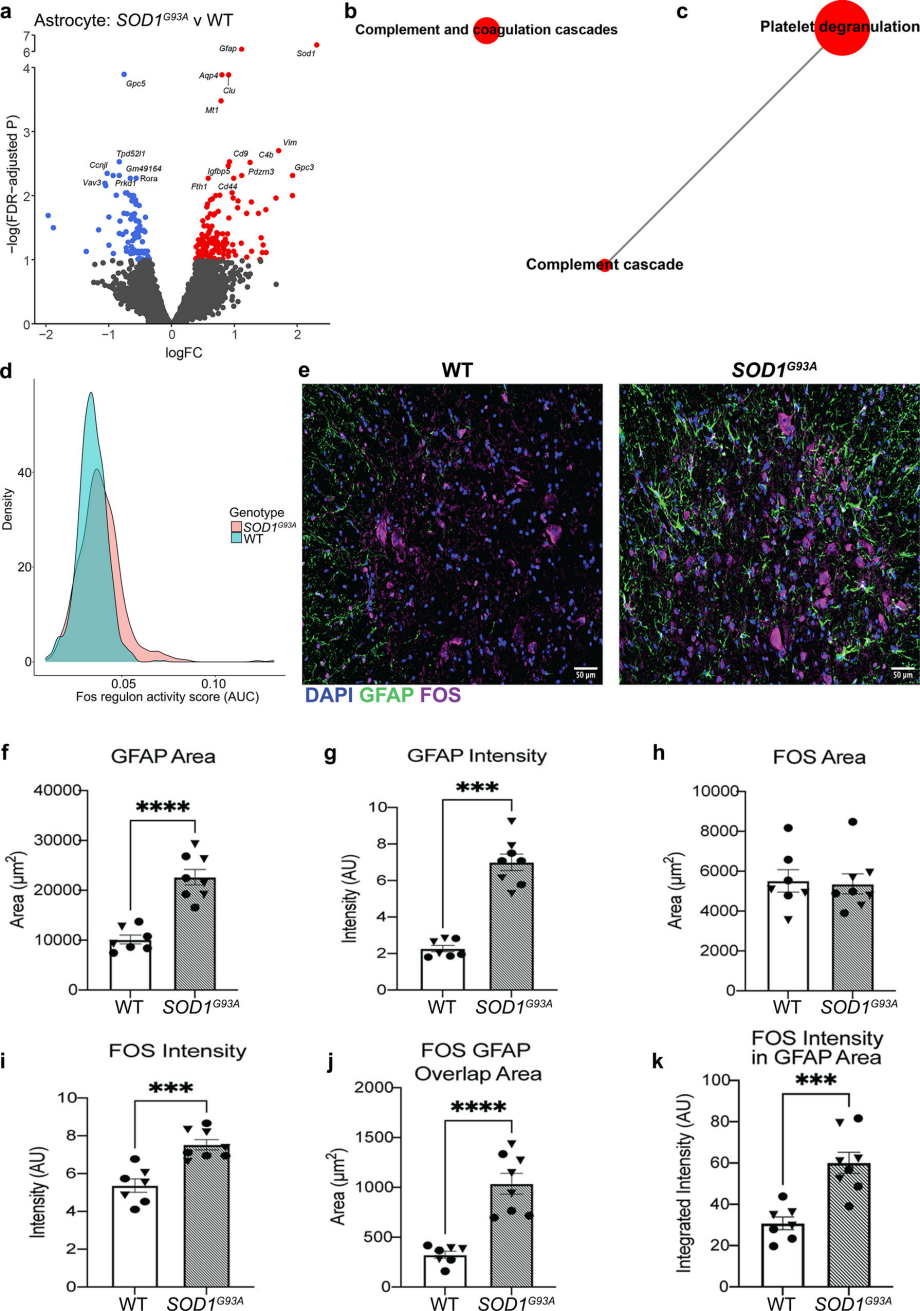
*SOD1*^*G93A*^ astrocytes exhibit altered synaptic support and oxidative stress functions at peri-symptomatic onset stage of disease. **a** Volcano plot of differential expression between genotypes in astrocytes. Genes with FDR < 0.1 are colored red (up-regulated) or blue (down-regulated). Astrocyte (**b**) Reactome and (**c**) KEGG gene sets that are significantly differentially expressed between genotypes in both ROAST and CAMERA displayed as a network. For **b**, **c**: Internode line thickness reflects number of shared genes. Node size represents number of genes in the set. Red nodes denote up-regulation. **d** Density plot of FOS regulon activity scores for astrocytes. **e** Representative images of DAPI, GFAP and FOS in male murine WT and *SOD1*^*G93A*^ lumbar spinal cord at 120 days of age. Quantification of (**f**) GFAP area; (**g**) GFAP intensity; (**h**) FOS area; (**i**) FOS intensity; (**j**) FOS and GFAP overlap area; and (**k**) FOS intensity within GFAP area. In **e**–**k**, *SOD1*^*G93A*^ *N* = 4 independent mice per sex, WT *N* = 3 male and *N* = 4 female mice. Male mice are displayed as triangles, female mice are circles. In **a**–**d**: *N* = 3 independent mice per genotype per sex. In **f**, **h**–**k**, Independent two-sample two-sided *t*-test. In **g**: Mann–Whitney *U*-test. ***p < 0.001, ****p < 0.0001. Specific *p* values are as follows: In **f**, ****p < 0.0001; in **g**, ***p = 0.0003; in **i**, ***p = 0.0003; in **j**, ****p ≤ 0.0001; and in **k**, ***p = 0.0004. Data are presented as mean ± SEM.

SCENIC analysis revealed that transcriptional activity of inflammation-associated and metabolic transcription factors was altered in *SOD1*^*G93A*^ vs. WT astrocytes (Supplementary Data 1). Among these, FOS was up-regulated and predicted to regulate 16 DEGs downstream, including *Gfap* and *Clu*, (Fig. 4d, Supplementary Fig. 4a), which are linked to metabolism, inflammation and neurodegeneration. Immunofluorescence analysis of *SOD1*^*G93A*^ lumbar spinal cord revealed significantly increased glial fibrillary acid protein (GFAP) area and intensity vs. control spinal cord, which is consistent with *Gfap* as a DEG (Fig. 4e–g). Although the area of FOS staining was not different between genotypes, the intensity was significantly higher in *SOD1*^*G93A*^ spinal cord (Fig. 4e, h, i). Astrocyte-specific FOS expression was higher by both overlap area of GFAP+ and FOS+ and by the integrated intensity of FOS within GFAP area, thereby buttressing the results of this predicted model regarding mechanisms of astrocyte dysfunction (Fig. 4e, j, k).

Furthermore, altered expression of metal homeostasis genes, such as *Fth1*, *Mt1*, *Mt2* and *Mt3*, alongside dysregulated lipid metabolism, suggested altered oxidative stress in astrocytes (Fig. 4a, Supplementary Data 1). 

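Fth1, which encodes the heavy chain of ferritin, lies on chromosome 19 (9980598 to 9985098) and rose in astrocytes from 1341 ± 205 CPM in WT to 2010 ± 252 in SOD1G93A mice (SD, n = 6 mice each), a log2 fold change of 0.58 (standard error 0.11, limma FDR = 0.00537). The metallothionein genes lie side by side on chromosome 8. Mt1 (94179082 to 94180327) rose from 554 ± 135 to 950.3 ± 202 CPM (log2 fold change 0.79, limma FDR = 3.32e-04), Mt2 (94172664 to 94173568) from 199 ± 56.6 to 309 ± 62.2 CPM (log2 fold change 0.65, limma FDR = 0.0113) and Mt3 (94152607 to 94154146) from 192 ± 36.6 to 275 ± 52.9 CPM (log2 fold change 0.52, limma FDR = 0.0297). Each of these genes was higher in 6 of 6 pairs. Mt3 no longer passed without the female SOD1G93A mouse of pool B (0.107), the male SOD1G93A mouse of pool A (0.137) or the male WT mouse of pool C (0.139). Without the pool term the limma FDR was 0.131 for Mt2 and 0.132 for Mt3. As a family, the metallothioneins and ferritin had a median log2 fold change of 0.58 (limma's camera with a preset correlation, FDR = 1.39e-07, and fry FDR = 0.0157). With a correlation estimated from the data the family no longer passed camera. From the altered metal homeostasis and lipid metabolism genes, the paper proposes that oxidative stress is altered in astrocytes.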

In line with this prediction, immunohistochemical analysis revealed increased 4-hydroxynonenal (4-HNE), a lipid peroxidation-induced adduct associated with increased oxidative stress, in the lumbar spinal cord of *SOD1*^*G93A*^ vs. WT mice (Supplementary Fig. 4b–d). GFAP co-localization with 4-HNE revealed increased overlap area and increased integrated intensity of 4-HNE within GFAP area (Supplementary Fig. 4b, e, f). 4-HNE immunostaining was identified in other cell types as well, which supports the transcriptional findings observed in the motor neurons and suggests that they are also under increased oxidative stress (Supplementary Fig. 4b, Fig. 3a). Altogether, these data indicate that inherent metabolic dysfunction within astrocytes may affect their association with synapses, concomitant with altered metabolic and oxidative stress functions.

### Microglia from *SOD1*^*G93A*^ mice exhibit transcriptional changes indicative of complement activation and viral responses at age 90 days

Only 7 DEGs were observed between *SOD1*^*G93A*^ and WT microglia, including a member of the complement family, *C4b* (Fig. 5a, Supplementary Data 1). 

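The microglial nuclei gave between 235121 and 3109071 UMIs per mouse. The 7 genes were C4b, Ntng1, Adamtsl3, Ajap1, Hmga2, Fbxo7 and Sod1. C4b rose from 3.78 ± 0.605 CPM in WT to 16.5 ± 7.77 in SOD1G93A mice, a log2 fold change of 1.96 (standard error 0.30, limma FDR = 0.00671, higher in 6 of 6 pairs). This change rested on 43 UMIs in WT and 74 in SOD1G93A mice. C4b stood higher in oligodendrocytes and in astrocytes than in microglia, in both genotypes. Microglial nuclei carried the oligodendrocyte markers at 2370 CPM on unscaled library sizes, where oligodendrocytes had 6150. RNA from oligodendrocytes or astrocytes was not tested as a source of the rise of C4b and stays open. The female SOD1G93A mouse of pool C had 31.3 CPM of C4b (other SOD1G93A mice 8.67 to 16.8) and 54.8 of Adamtsl3 (35.0 to 39.0), and the male SOD1G93A mouse of pool B had 56.3 of Ajap1 (78.0 to 86.1). Without the male SOD1G93A mouse of pool A the FDR of C4b was 0.141. Ntng1 (chromosome 3, 109780040 to 110144011) fell from 328 ± 42.6 to 197 ± 29.4 CPM (log2 fold change −0.74, limma FDR = 0.00671, lower in 6 of 6 pairs) and kept FDR < 0.1 with each mouse left out. The other 4 genes besides Sod1 each had a limma FDR of 0.0706, and each was changed the same way in 6 of 6 pairs. Adamtsl3 (log2 fold change 1.01), Hmga2 (1.15) and Ajap1 (0.69) were higher, and Fbxo7 (−0.73) was lower in SOD1G93A. Each of these lost FDR < 0.1 when any 1 of 6 or 7 mice was left out. Other choices gave 10 DEGs with edgeR, 20 with DESeq2, 31 with library sizes alone, 18 without the filter on low counts and 3 without the pool term. The number was 2 without the male SOD1G93A mouse of pool A, the male WT mouse of pool A or the male WT mouse of pool C, and 102 without the female WT mouse of pool A.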

The KEGG pathway “Systemic lupus erythematosus” was significantly altered according to both CAMERA and ROAST (Fig. 5b, Supplementary Data 1). Unlike the other cell types, microglia demonstrated differential expression of 35 genes between the sexes, but expression of these genes did not differ by genotype (Supplementary Data 1). These 35 genes have diverse functions, including calcium homeostasis, neurotransmitter uptake, cell adhesion and metabolic processes; hence, the precise consequences of these sex differences are unclear. 

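Counting X and Y, 40 genes differed between the sexes in microglia, of which 35 were higher in females. Of the 33 genes outside X and Y, 32 were higher in females and 1 was lower, and 0 of the 33 were DEGs by genotype in limma. By genotype, 732 of the 9218 genes tested had an unadjusted p under 0.05, and edgeR and DESeq2 called 10 and 20 genes. The genes named here were chosen after their values had been seen. Slc39a12 had the smallest FDR outside X and Y, with a log2 fold change of 1.09 between females and males (standard error 0.17, limma FDR = 0.00303). Gfap had a log2 fold change of 1.68 (limma FDR = 0.0119), Aqp4 1.26 (limma FDR = 0.0131) and Slc1a2 0.76 (limma FDR = 0.0275). Cntnap4, at −0.70, was lower in females (limma FDR = 0.0747). All 5 genes had the same direction in all 3 pools.

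Of the 33 genes, 30 (90.9%) had at least 2 times the level in astrocytes that they had in microglia, against 12.3% of all genes tested. The astrocyte markers Aqp4, Aldh1l1 and Gfap together stood at 66.0 ± 17.7 CPM on unscaled library sizes in the microglial nuclei of females and at 27.5 ± 7.55 in those of males (SD, n = 6 mice each, higher in females in 6 of 6 pairs). Gfap and Aqp4 are themselves among the 33 genes, so these levels are not separate evidence. The number of genes outside X and Y was 8 without the pool term and 16 without the filter on low counts. It ranged from 8 without the female SOD1G93A mouse of pool B to 57 without the male SOD1G93A mouse of pool C.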

Though speculative, it is possible that a subset of these genes or pathways to which they belong may account for some of the sex difference-related phenotypic alterations in ALS, including in the murine models.

**Fig. 5:**
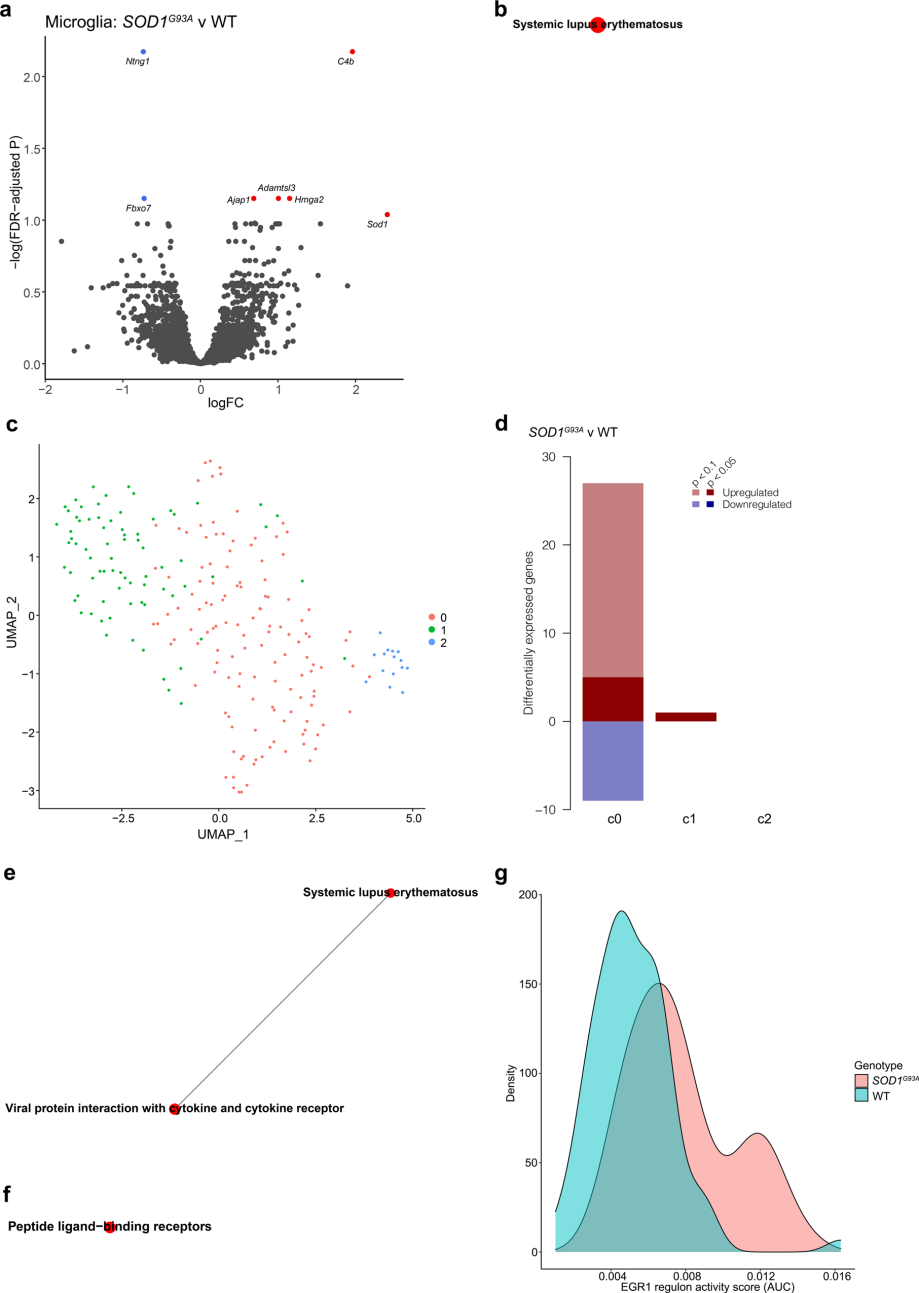
A sub-population of microglia from *SOD1*^*G93A*^ mice exhibits increased immune response pathways at peri-symptomatic onset stage of disease. **a** Volcano plot of DEGs between genotypes in microglia. Genes with FDR < 0.1 are colored red (up-regulated) or blue (down-regulated). **b** Microglia KEGG gene sets that are significantly differentially expressed between genotypes in both ROAST and CAMERA displayed as a network. **c** UMAP plot of microglia sub-clusters. **d** Bar chart summarizing the number of DEGs in each sub-cluster (FDR < 0.1). Positive and negative *y*-axis values indicate number of up-regulated and down-regulated genes, respectively. Sub-cluster 0 microglia KEGG (**e**) and Reactome (**f**) gene sets that are significantly differentially expressed between genotypes in both ROAST and CAMERA displayed as a network. For **b**, **e**, and **f**: Internode line thickness reflects number of shared genes. Node size represents number of genes in the set. Red nodes denote up-regulation. **g** Density plot of EGR1 regulon activity scores for microglia sub-cluster 0. *N* = 3 independent mice per genotype per sex.

As several studies have reported sub-populations of microglia that may be more active in pathological conditions, we performed sub-clustering on the microglia cluster (Fig. 5c). Interestingly, sub-cluster “0”, but not the others, displayed 36 significant DEGs that differed by genotype, which was obscured when analyzing all microglia together (Fig. 5a, d, Supplementary Data 1). 

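The authors divided the microglial nuclei into 3 sub-clusters of 132, 76 and 15 nuclei. Sub-cluster 0 had 3 to 21 nuclei per mouse and a median of 71350.5 UMIs per nucleus, and 36 of its 8010 tested genes were DEGs, 27 higher and 9 lower in SOD1G93A. In sub-cluster 1, with nuclei of 11 mice, the only DEG of 5660 genes was Sod1. Without the female SOD1G93A mouse of pool B its FDR was 0.879. For sub-cluster 2, with nuclei of 6 mice, the model could not be fitted. Of the 7 DEGs of all microglia, 5 were also DEGs in sub-cluster 0. In sub-cluster 0, 5 of the 36 genes passed FDR < 0.05. DESeq2 called 23 genes, edgeR 12, and limma without the pool term 0, with 36 in the model that has it. The number ranged from 0 without the male WT mouse of pool A to 166 without the female WT mouse of pool A. The microglial markers Cx3cr1, Csf1r and Ptprc stood at 88.2 CPM on unscaled library sizes in sub-cluster 0, 17.5 in sub-cluster 1 and 596 in sub-cluster 2, and the neuron markers at 517, 494 and 25.6. Oligodendrocyte markers stood at 2350, 2540 and 5510 CPM, in the same order. The paper reasons that the changes of sub-cluster 0 were hidden when all microglia were analysed together.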

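In microglia sub-cluster 0, Ctss (chromosome 3, 95526786 to 95556403), which encodes the protease cathepsin S, rose from 12.1 ± 5.79 CPM in WT to 28.2 ± 10.1 in SOD1G93A mice (SD, n = 6 mice each), a log2 fold change of 1.19 (standard error 0.22, limma FDR = 0.0471, higher in 6 of 6 pairs). Ptprc (chromosome 1, 138062861 to 138175708) rose from 20.9 ± 5.02 to 43.2 ± 18.1 CPM (log2 fold change 1.00, standard error 0.23, limma FDR = 0.0951, higher in 5 of 6 pairs), and Lyn (chromosome 4, 3678115 to 3813122), a tyrosine kinase, from 60.9 ± 20.2 to 110.6 ± 29.2 CPM (log2 fold change 0.72, standard error 0.15, limma FDR = 0.0659, higher in 6 of 6 pairs). These values rest on 115 and 121 UMIs of Ctss, 161 and 149 of Ptprc and 579 and 429 of Lyn in all WT and all SOD1G93A mice. Leaving out single mice moved each gene across the threshold. Ctss passed no longer without any 1 of 4 mice (FDR up to 0.269, without the male SOD1G93A mouse of pool A), Ptprc of 7 (up to 0.324, without the female WT mouse of pool B) and Lyn of 5 (up to 0.186, without the male SOD1G93A mouse of pool A). Without the pool term the limma FDR was 0.122 for Ctss and Ptprc and 0.21 for Lyn. For Ptprc the FDR was 0.135 with edgeR and 0.142 with DESeq2.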

DEGs in microglia sub-cluster 0 included genes such as *Ctss, Ptprc* (CD45), and *Lyn*, all of which have been previously implicated in microglial responses^3,41–43^. Differentially expressed pathways according to ROAST and CAMERA included the KEGG pathway “Viral protein interaction with cytokine and cytokine receptor” (Fig. 5e, f, Supplementary Data 1).

SCENIC revealed that Early growth response 1 (EGR1) and Histone deacetylase 6 (HDAC6) regulon activities were increased in sub-cluster 0 of *SOD1*^*G93A*^ microglia relative to WT (Fig. 5g, Supplementary Data 1). The EGR1 regulon consisted of genes associated with diverse signaling pathways (Supplementary Fig. 5). EGR1 has previously been implicated in regulating early microglial responses^44^. Collectively, these data suggest that microglial dysfunction is underway at the peri-onset stage of disease at age 90 days.

### Oligodendrocytes in *SOD1*^*G93A*^ lumbar spinal cord display increased *Stat3* expression and predicted STAT3-dependent transcriptional responses

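The oligodendrocyte nuclei gave between 455337 and 3044005 UMIs per mouse. C4b had a log2 fold change of 2.30 (standard error 0.25), from 5.19 ± 2.48 CPM in WT to 25.8 ± 8.55 in SOD1G93A mice (SD, n = 6 mice each; limma FDR = 0.00141). Aldh1l2 (chromosome 10, 83487450 to 83534140), a mitochondrial enzyme of folate metabolism, rose from 30.8 ± 4.74 to 64.5 ± 10.7 CPM (log2 fold change 1.08, standard error 0.13, limma FDR = 0.00255). Pros1 (chromosome 16, 62854307 to 62929346), which encodes protein S, rose from 11.9 ± 3.87 to 28.8 ± 4.35 CPM (log2 fold change 1.36, standard error 0.19, limma FDR = 0.0156). Stat3 (chromosome 11, 100885098 to 100939540) rose from 69.0 ± 8.81 to 127 ± 27.1 CPM (log2 fold change 0.87, standard error 0.13, limma FDR = 0.0156). All were higher in 6 of 6 pairs. The FDR of Pros1 was 0.149 without the male SOD1G93A mouse of pool A, and that of Pros1 and of Stat3 was 0.1 without the female WT mouse of pool C. With DESeq2, 13 genes were called in oligodendrocytes. With limma and single mice left out, the lowest number was 3, without the female WT mouse of pool C, and the highest 15, without the female WT mouse of pool B.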

Differential expression analyses revealed 5 DEGs between *SOD1*^*G93A*^ and WT oligodendrocytes: *Sod1, C4b, Aldh1l2, Pros1*, and *Stat3* (Fig. 6a, Supplementary Data 1). Neither ROAST nor CAMERA detected significant alterations in Reactome or KEGG gene sets (Supplementary Data 1). As previous reports have suggested that oligodendrocytes may initiate a re-myelination response in ALS, we next considered that sub-populations of oligodendrocytes may have distinct responses^45^.

**Fig. 6:**
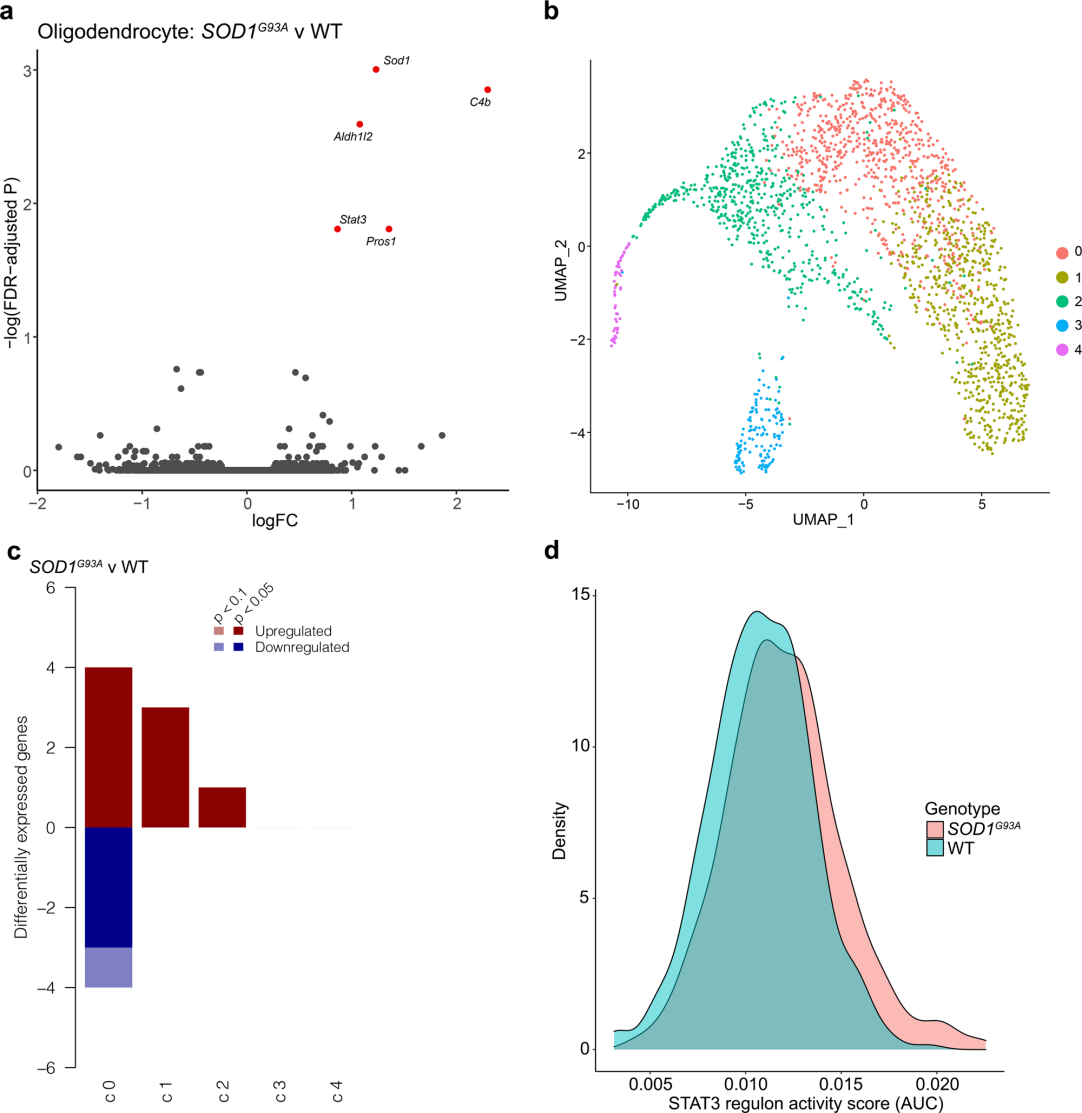
Oligodendrocytes display increased STAT3-dependent responses in *SOD1*^*G93A*^ mice at peri-symptomatic onset stage of disease. **a** Volcano plot of DEGs between genotypes in oligodendrocytes. Genes with FDR < 0.1 are colored red (up-regulated) or blue (down-regulated). **b** UMAP plot of oligodendrocyte sub-clusters. **c** Bar chart summarizing the number of DEGs across sub-clusters (FDR < 0.1). Positive and negative *y*-axis values indicate number of up-regulated and down-regulated genes, respectively. **d** Density plot of STAT3 regulon activity scores for oligodendrocyte sub-cluster 0. *N* = 3 independent mice per genotype per sex.

We sub-clustered oligodendrocytes and found that the largest sub-cluster of oligodendrocytes was responsible for the majority of the DEGs identified in the collective cell type (Fig. 6b, c, Supplementary Data 1). This sub-cluster of oligodendrocytes additionally displayed significant up-regulation of the KEGG pathway “Signaling pathways regulating pluripotency of stem cells” and significant alteration of the KEGG pathway “Complement and coagulation cascades” (Supplementary Data 1). 

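The authors divided the oligodendrocyte nuclei into 5 sub-clusters of 711, 693, 576, 132 and 53 nuclei. In the largest, sub-cluster 0, 8 of 4477 genes were DEGs, 4 higher and 4 lower in SOD1G93A. Sub-cluster 1 had 3 DEGs of 6245 genes and sub-cluster 2 had 1 of 7134. In sub-clusters 3 and 4 limma called 0 of 2853 and 0 of 1095 genes, with 133 and 53 at an unadjusted p under 0.05. DESeq2 called 2 genes over sub-clusters 1 to 4 together, where limma called 4. Of the 5 DEGs of all oligodendrocytes, 3 were DEGs in sub-cluster 0 (C4b, Aldh1l2 and Stat3), 2 in sub-cluster 1 (C4b and Stat3) and 1 in sub-cluster 2 (Sod1). The other 5 DEGs of sub-cluster 0 were not DEGs of all oligodendrocytes. One of them, Piezo2 (chromosome 18, 63010213 to 63387183), rose from 112 ± 25.4 to 266 ± 47.4 CPM (log2 fold change 1.27, limma FDR = 1.38e-04, higher in 6 of 6 pairs). Another, Opcml (chromosome 9, 27790775 to 28925410), fell from 869 ± 233 to 474 ± 82.3 CPM (log2 fold change −0.79, limma FDR = 0.00149, lower in 6 of 6 pairs). Stat3 in sub-cluster 0 had a log2 fold change of 1.15 (limma FDR = 0.00938). C4b, with 14 UMIs in WT and 78 in SOD1G93A mice of sub-cluster 0, lost FDR < 0.1 without any 1 of 11 mice (up to 0.526, without the female SOD1G93A mouse of pool B). Without that mouse the FDR of Aldh1l2 was 0.803, and without the female WT mouse of pool B it was 0.148. The number of DEGs in sub-cluster 0 was 30 without the filter on low counts, 5 with a minimum count of 30 and 3 without the pool term. It ranged from 4 without the female SOD1G93A mouse of pool B to 35 without the female WT mouse of pool B.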

SCENIC analysis of this cluster revealed significant activation of Signal Transducer and Activator of Transcription 3 (STAT3) regulon activity including target genes involved in oligodendrocyte maturation and myelination *Igf1r* and *Raf1* (Fig. 6d, Supplementary Fig. 6, Supplementary Data 1)^46,47^. Altogether, these data reaffirm previous studies indicating that while large transcriptional changes in oligodendrocytes do not occur until later stages of *SOD1* associated pathology, it is plausible that incipient STAT3-dependent transcriptional programs are emerging during peri-symptomatic onset of pathology^33^.

### Comparison with previously published spatial transcriptomics findings

Previous spatial transcriptomics analyses in this model suggested glial dysfunction as early as post-natal day 30^32^. Hence, we compared the present *SOD1*^*G93A*^ vs. WT cell type-specific alterations with genes significantly altered in various anatomical locations, as previously reported. This effort revealed that the greatest overlap between the present snRNA-seq and earlier spatial transcriptomics analyses was between astrocyte DEGs identified in the present study, followed by motor neuron DEGs, and genes significantly altered in the lumbar spinal cord ventral horn at age day 120; however, overlap was detected even at age day 30 (Supplementary Fig. 7a–c)^32^. In fact, microglia DEG *Ntng1*, motor neuron DEG *Grip1*, alongside astrocyte DEG *Sparc*, were all significantly altered in the spatial transcriptomics data by day 30. However, unifying and aggregate consequences of such alterations were not explicated in that work.

As the present studies to this point were focused on the murine model, we next sought to determine if the identification of these DEGs and predicted transcriptional regulators bore relevance to human ALS. Accordingly, we turned to a human ALS patient RNA-seq dataset publicly available through TargetALS.

### Human ALS patients exhibit differential transcriptional profiles congruent to pathological changes identified in individual *SOD1*^*G93A*^ cell types

RNA-seq data from human ALS patient and non-neurological control patient cervical spinal cord tissue from TargetALS was obtained and analyzed. We began by comparing the DEGs identified between human ALS patients vs. non-neurological controls to the findings in individual murine cell types. This comparative analysis revealed three principal findings. First, direct comparison of the identified DEGs revealed broad similarity between the human bulk tissue analyses and the comparisons of *SOD1*^*G93A*^ and WT motor neurons, astrocytes, microglia and oligodendrocytes. Specifically, the number of overlapping genes for each cell type was as follows: 78/214 astrocyte DEGs, 4/7 microglia DEGs, 17/36 microglia sub-cluster 0 DEGs, 2/5 DEGs for oligodendrocytes and 40/158 DEGs for motor neurons (Fig. 7a–d, Supplementary Data 1). Comparison of the overlap of ROAST and CAMERA results in human and mouse analyses revealed several cell type-specific patterns, including up-regulation of “ Phagosome”, “Systemic lupus erythematosus”, and “Complement Cascade” between *SOD1*^*G93A*^ motor neurons, microglia and astrocytes, respectively (Fig. 8a, b, Supplementary Data 1). We next sought to examine if any predicted NicheNetR ligands were associated with available human metadata, specifically age of disease onset or disease duration, defined as the time between age at onset and age at death or tracheostomy. In human cervical spinal cord, RNA expression levels of *CDH12* were associated with age at onset, while RNA expression levels of *NRG3* and *WNT3* were associated with disease duration at FDR < 0.1 (Supplementary Data 1).

**Fig. 7:**
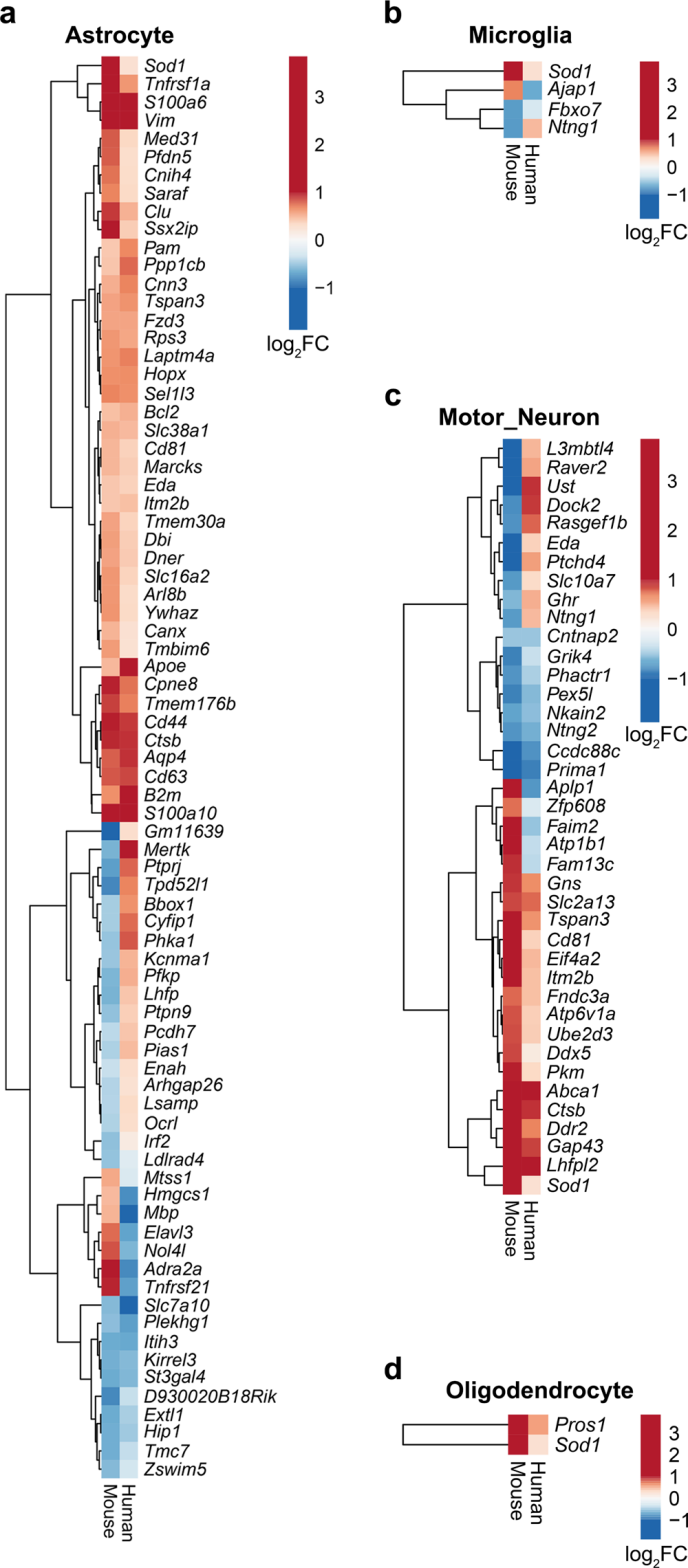
Cell type-specific *SOD1*^*G93A*^ DEGs display similarities to those identified in ALS patient cervical spinal cord relative to non-neurological control patients. Heatmaps comparing log_2_ fold change (logFC) gene expression changes in cell-specific *SOD1*^*G93A*^ vs. WT murine nuclei (Mouse) and bulk ALS patient vs. non-neurological control cervical spinal cord (Human) for murine **a** astrocytes, **b** microglia, **c** motor neurons, **d** Oligodendrocytes. *N* = 3 independent mice per genotype per sex. *N* = 76 ALS and *N* = 11 non-neurological control patients.

**Fig. 8:**
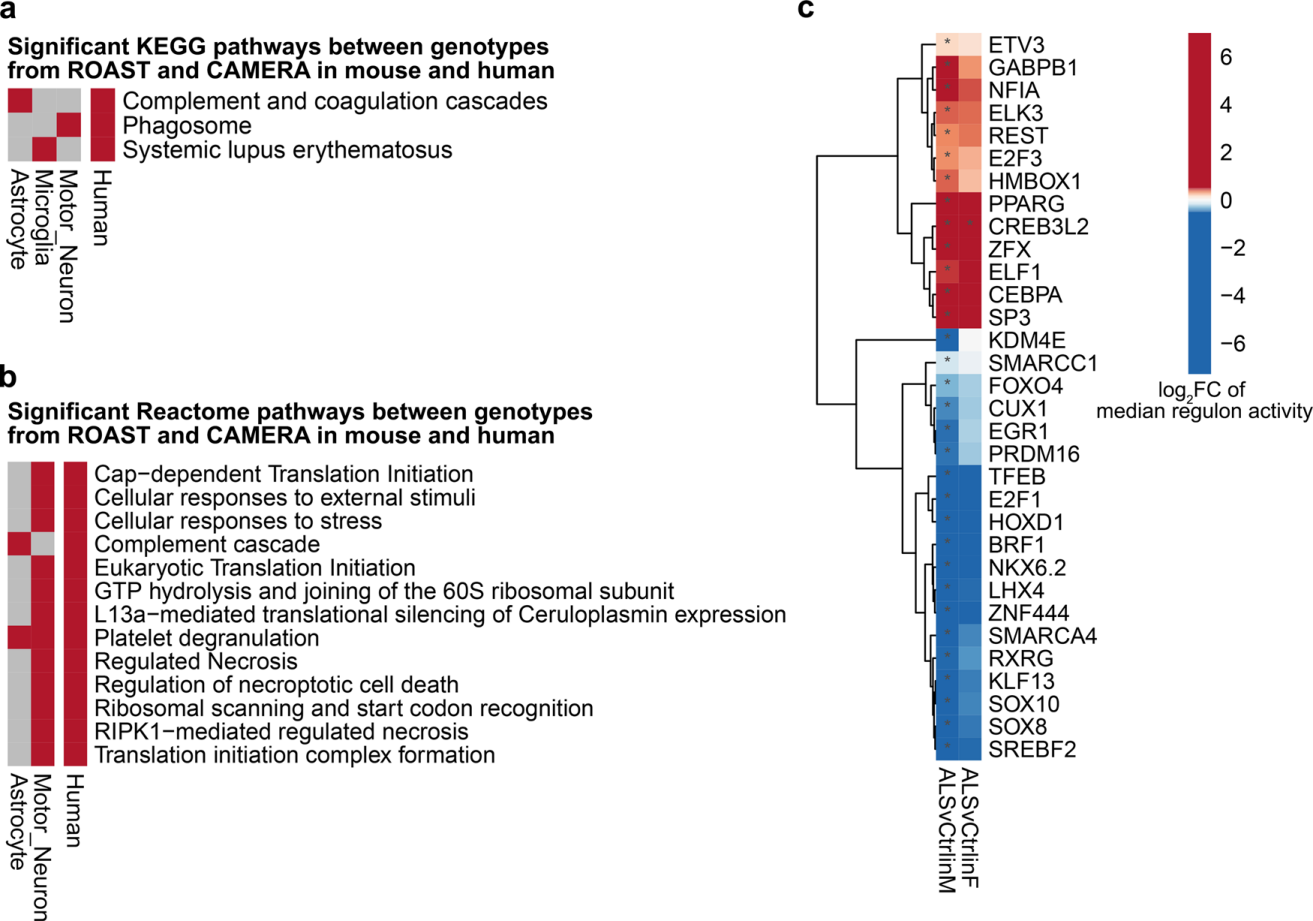
Complement-associated pathways and cell death-associated pathways are identified in both murine cell type-specific analyses and in bulk ALS patient cervical spinal cord. Heatmaps illustrating gene sets that are differentially expressed between genotypes in murine cell types and bulk human ALS patients vs. controls by both ROAST and CAMERA for (**a**) KEGG pathways and (**b**) Reactome pathways. Up-regulation and down-regulation are indicated in red and blue, respectively (FDR < 0.05). **c** Heatmap illustrating transcription factors, identified by SCENIC, whose regulon activities differ by diagnosis (FDR < 0.05). In **a**, **b** *N* = 3 independent mice per genotype per sex. In **a**–**c**, *N* = 76 ALS and *N* = 11 non-neurological control patients.

Second, SCENIC analysis of the bulk human dataset unveiled several transcription factors with altered activity in ALS that overlap with those identified in the murine cell type-specific analyses between genotypes (Fig. 8c, Supplementary Data 1). Although RCOR1 activity was not significantly altered in the human dataset, the closely-associated RE1 Silencing Transcription Factor (REST) displayed increased activity in human ALS vs. non-neurological control cervical spinal cord (Fig. 8c).

Third, lipid metabolism-modifying SWI/SNF related, Matrix associated, Actin dependent Regulator of Chromatin, subfamily a, member 4 (SMARCA4) and Peroxisome Proliferator Activated Receptor Gamma (PPARG) exhibited increased activity in *SOD1*^*G93A*^ astrocytes and in ALS patients vs. respective controls (Fig. 8c). Altogether, these results suggest that *SOD1*^*G93A*^ microglia, astrocytes and motor neurons display multiple and diverse transcriptional alterations congruent with alterations detected in bulk RNA-seq data from post-mortem human patient cervical spinal cord tissue.

## Discussion

In this study, successful application of snRNA-seq analysis of lumbar spinal cord of *SOD1*^*G93A*^ mice revealed important insights into cell type-specific transcriptional alterations at a peri-symptomatic onset stage of pathology, age 90 days. Unique findings unearthed here through *in silico* modeling of cellular cross-talk revealed numerous potential ligand–receptor pairs. Several of these ligand–receptor pairs were also implicated in human ALS patient cervical spinal cord RNA-seq data. Commonalities across the putative ligands included neuronal guidance/avoidance associated molecules, cell–cell adhesion, and extracellular matrix organization. While no ALS-causative genes were differentially expressed between genotypes, other than *SOD1*, several genes previously associated with ALS were significantly altered, including *Cdh22* and *Cav2* in astrocytes and *Epha3* in motor neurons. 

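Cdh22 (chromosome 2, 165111507 to 165234853), which encodes a cadherin, fell in astrocytes from 201 ± 27.9 CPM in WT to 122 ± 27.8 in SOD1G93A mice (SD, n = 6 mice each), a log2 fold change of −0.73 (standard error 0.14, limma FDR = 0.0091, lower in 6 of 6 pairs). The male SOD1G93A mouse of pool B had 178 CPM and the other SOD1G93A mice 105 to 121. Cav2 (chromosome 6, 17281185 to 17289115), which encodes caveolin 2, rose in astrocytes from 6.94 ± 3.88 to 18.6 ± 4.17 CPM, a log2 fold change of 1.28 (standard error 0.35, limma FDR = 0.0738, higher in 6 of 6 pairs). This change rested on 37 UMIs in WT and 73 in SOD1G93A mice, and Cav2 lost FDR < 0.1 without any 1 of 11 mice (up to 0.18, without the male WT mouse of pool B). Epha3 (chromosome 16, 63543534 to 63864175), an ephrin receptor, fell in motor neurons from 173 ± 76.4 to 61.5 ± 35.7 CPM, a log2 fold change of −1.46 (standard error 0.29, limma FDR = 0.0176, lower in 6 of 6 pairs). For Epha3 the limma FDR was 0.135 with a minimum count of 30 and 0.107 without the pool term.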

Deletion of *EPHA3* in humans is associated with less disease risk and was significantly down-regulated in *SOD1*^*G93A*^ motor neurons, suggesting a protective response by this gene in these cells^48^. Missense mutations in *CDH22* have been reported in a cohort of familial and sporadic ALS patients, and *Cdh22* was significantly down-regulated in *SOD1*^*G93A*^ astrocytes in the present study^49^. Finally, *Cav2* was significantly up-regulated in *SOD1*^*G93A*^ astrocytes in our dataset and mutations within a human *CAV2* enhancer element associated with decreased *CAV2* expression has been recently linked to ALS risk^50^. These three genes collectively implicate perturbations in cell-cell communication between motor neurons and other cell types, including glia.

*SOD1*^*G93A*^ motor neurons displayed reduced glutamate receptor function and alterations in synapse-associated proteins alongside active cell-death and oxidative stress pathways. RCOR1, through HDAC activity, suppresses neuronal lineage-associated genes and displayed significantly increased activity in *SOD1*^*G93A*^ motor neurons^30,51^. REST, which associates with RCOR1, exhibits increased transcriptional activity in human ALS cervical spinal cord by a similar analysis^30^. While HDAC inhibition has been investigated for nearly two decades in ALS models and as a potential therapeutic intervention in patients, lack of specificity has been a prominent caveat to this approach^52,53^. Future studies investigating the targeted inhibition of the CoREST complex, perhaps via corin, may be warranted^54^.

Growing evidence has implicated astrocyte-mediated neuronal damage in promotion of disease progression^16,34^. *SOD1*^*G93A*^ astrocytes display increased oxidative stress and metabolic responses. The present data revealed an up-regulation of *Sparc*, and *Clu*, in *SOD1*^*G93A*^ astrocytes. Astrocyte *Sparc* has been shown to increase in response to extracellular glutamate levels and regulate levels of neuronal post-synaptic glutamate receptors^38^. *Clu* has been implicated in regulating synaptic function^35^.

Similar to astrocytes adjacent to demyelinating lesions, *SOD1*^*G93A*^ astrocytes exhibit increased FOS expression and activity^55^. FOS is expected to regulate *Clu*, which has been linked to synapse function. Interestingly, PPARG transcriptional activity, as inferred by SCENIC, was increased in both the human ALS patient tissue and murine *SOD1*^*G93A*^ astrocytes. As previously reported in human ALS, 4-HNE area and intensity was greatly increased in *SOD1*^*G93A*^ mice and overlapped with astrocytes, which is notable as previous studies indicated that 4-HNE can increase PPARG activity^56,57^. In this context, regulation of PPARG may suggest processes driving attempts at re-myelination, as lipid and cholesterol metabolism are essential for these processes, which may be important in astrocyte biology^58,59^. Hence, further study is warranted to determine if selective ablation or activation of these transcription factors within these cells might ameliorate disease progression by enhancing protective functions and/or preventing deleterious transitions to a more reactive state.

In addition, *C4b* expression has been recently reported in cuprizone-induced demyelination associated oligodendrocytes and within amyloid plaque-associated oligodendrocytes^60,61^. *C4b* expression and protein release from oligodendrocytes has been posited to enhance the aggregation of amyloid beta peptide, which may conceivably alter the dynamics of protein aggregation in the ALS spinal cord^60^. Here we observed increased expression of *C4b* by oligodendrocytes at 90 days of age alongside re-myelination associated genes such as *Stat3*^62^. In fact, a sub-population of oligodendrocytes displayed significant up-regulation of a STAT3 regulon and up-regulation of a stem cell response gene set. Our investigation here illustrates that oligodendrocytes are responding early to neuronal stress and up-regulating pro-damage and pro-repair genes simultaneously prior to overt neurodegeneration. This dual-edged signature may underlie the previous reports of failed oligodendrocyte repair mechanisms in ALS^45^.

It has been proposed that microglia undergo phenotypic transitions during neurodegenerative processes in mice^41,42^, which are mediated, at least in part, through triggering receptor expressed on myeloid cells 2 (TREM2) signal transduction^41,42^. Accordingly, the present data in *SOD1*^*G93A*^ spinal cord microglia support previous reports that these cells display a unique transcriptional response, suggestive of both protective and deleterious functions^3^. A sub-population of *SOD1*^*G93A*^ microglia exhibited alterations of gene sets and genes associated with increased systemic lupus erythematosus pathway activation, which itself encompasses both complement activation and clearance mechanisms, and viral response gene sets. Altogether, these data suggest that *SOD1*^*G93A*^ microglia at 90 days of age are undergoing a transition to a pro-inflammatory phenotype. Targeting these early response pathways might revert microglia towards pro-reparative functions.

Interestingly, microglia displayed differentially expressed genes between sexes while other cell types did not. However, these diverse genes do not have any clear overlapping functions. Thus, it is not obvious how these inherent differences between male and female microglia may or may not relate to disease-associated pathologies. Perhaps more interestingly, four genes across all cell types displayed a genotype-by-sex interaction, such that the direction and/or magnitude of differences in expression between genotypes depended on the sex of the mice. Three of these genes in motor neurons are involved in cytoskeletal organization, synapse structure and extracellular matrix (ECM) composition. Polymorphisms in human *FRMPD4* have been previously linked to sex differences in schizophrenia and mutations in *FRMPD4* can cause an X-linked intellectual disability^63,64^. *Frmpd4* has been reported to regulate the formation of glutamatergic synapses and dendritic spines^65^. In the present study, *Frmpd4* expression is lower in male *SOD1*^*G93A*^ motor neurons relative to all other groups. Male patients are more likely to develop ALS at younger ages than are female patients, however, the underlying cause of these differences is not kwown^66^. Further investigation into the consequences of these sex differences and perturbation of *Frmpd4* will be necessary to determine if this contributes to the earlier incidence of pathology in male *SOD1*^*G93A*^ mice^67^. Altogether, these considerations lend credence to the requirement to include both sexes in studies investigating therapeutic opportunities in ALS.

In summary, we propose a model in which integrated dysregulation of motor neurons, astrocytes, microglia and oligodendrocytes is evident at a time point prior to overt ALS-associated symptoms. Specifically, this model surmises that the tripartite synapse and complement activation, exhibited by multiple cell types, such as astrocytes, microglia and oligodendrocytes, coupled with impaired reparative responses, particularly in oligodendrocytes, collectively exacerbate intrinsic stress responses and perturb extrinsic intercellular communications among motor neurons, microglia, oligodendrocytes and astrocytes (Fig. 9). The implications of these findings are clear: targeting a single mechanism to improve synaptic function, or providing discrete adaptive glial support, may not be sufficient to re-wire this complex and evolving system. Interestingly, at least a subset of these signals was detected in murine spatial transcriptomics data as early as age day 30, suggesting that once these processes begin, they continue unimpeded. Some of the identified pro-reparative responses, even at the stage of peri-onset symptomatology, are immersed in a highly reactive and pro-damage setting and, ultimately, appear to become engaged in a futile cycle in which reparative responses are overwhelmed and ineffectual. Finally, some of these findings were recapitulated in human ALS vs. non-neurological control patient RNA-seq analyses at the levels of differential expression, gene set testing and transcription factor activity predictions, thereby suggesting that these perturbations in cell-intrinsic and intercellular communications may be provoked in human disease. This work provides a resource to prompt further investigations with single-nucleus resolution while unveiling important aspects of *SOD1*^*G93A*^ murine pathology, some of which is reflected in post-mortem tissue analysis of ALS patients.

**Fig. 9:**
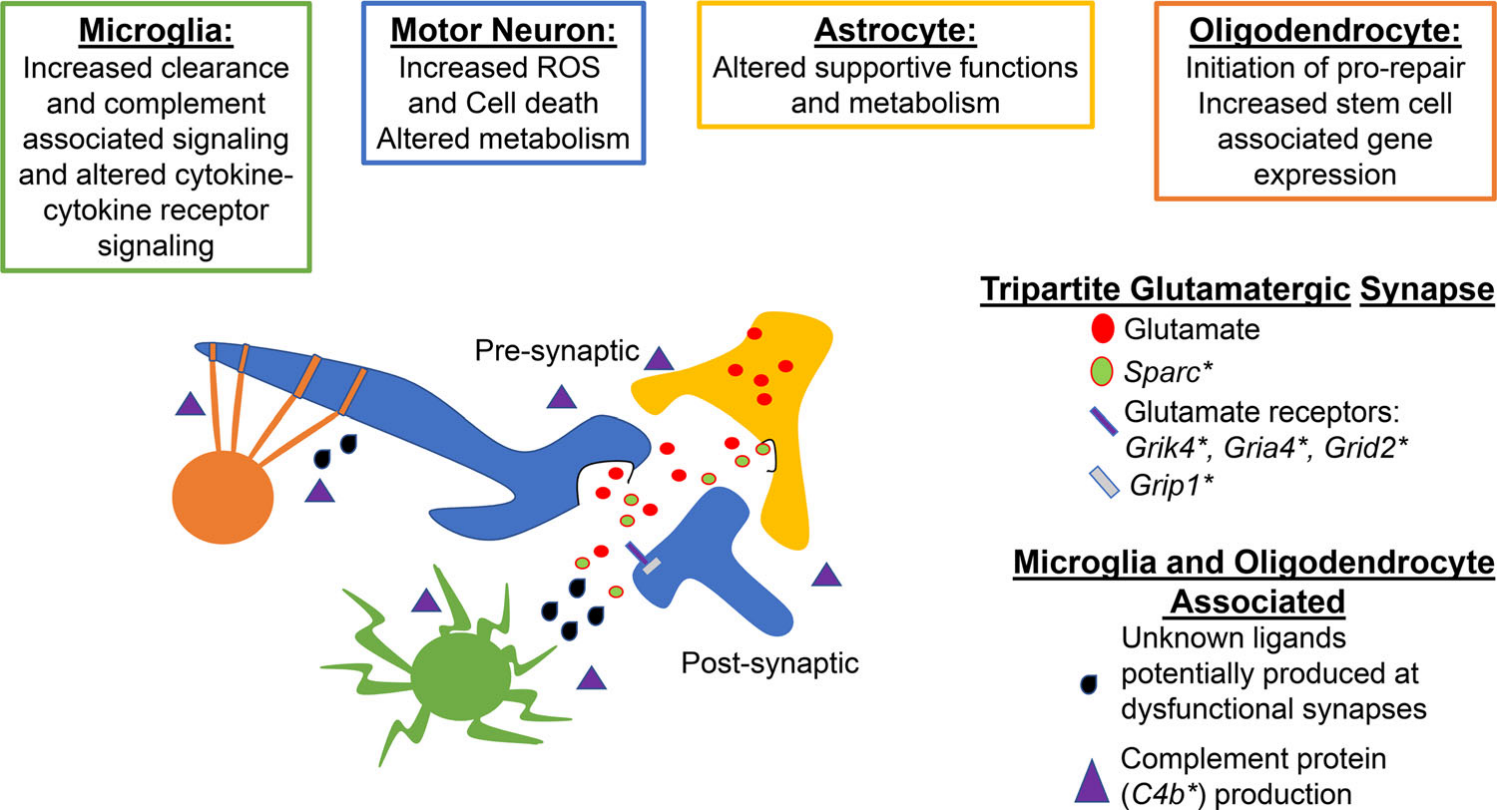
Tripartite synapse alterations coupled with failure of clearance and repair mechanisms exacerbate stress responses and perturb intercellular communications. * denotes a significant DEG identified in either astrocytes, microglia or motor neurons. Green cell = microglia. Blue = motor neuron. Yellow = astrocyte. Orange = oligodendrocyte.

## Methods

### Animals

All experiments were performed on the following *Mus Musculus* strains at 90 and 120 days of age: B6.Cg-Tg(*SOD1G93A*)1Gur/J (JAX Stock No:004435) and C57BL/6J littermate controls^6,68^. In accordance with high-copy number transgenics, mice were checked for copy number alterations and any mice with alterations were not enrolled in the study. All mice were maintained under pathogen-free conditions. All mice were housed in a temperature (19–23 °C) and humidity (30–70% relative humidity)-regulated environment with 12-h light/dark cycle and were fed standard chow (Lab Diets, 5053) pellets and water ad libitum. All experiments were performed under protocols approved by the New York University Grossman School of Medicine Institute Animal Care Committee (IACUC) in accordance with international and NIH guidelines.

### Single-nucleus RNA sequencing

Three male and three female *SOD1*^*G93A*^ mice and three male and three female littermate control mice were employed for these studies at age day 90. Mice were anesthetized with Ketamine and Xylazine and then underwent rapid cardiac perfusion with PBS. The spinal column was rapidly removed, and the lumbar spinal cord was retrieved. Tissue was flash-frozen in liquid nitrogen and stored at −80 °C until sample processing. Single-nucleus pools from frozen lumbar spinal cord were generated with several modifications^24^. Briefly, frozen tissue was dounce homogenized with 5 strokes of the loose pestle followed by 10 strokes with the tight pestle at 4 °C in a low sucrose buffer (0.32 M sucrose, 10 mM HEPES (pH 7.5), 5 mM CaCl_2_, 0.1 mM EDTA, 3 mM MgAc, 1 mM DTT) with 0.1% Triton X-100 added. The crude nuclei prep was gently mixed with additional low sucrose buffer and was subsequently passed over a pre-wet 30 μm strainer. The filtered crude nuclei prep was centrifuged at 2613 × *g* for 10 min at 4 °C. Supernatant was decanted and the pellet was re-suspended in low sucrose buffer. An additional homogenization step using a TissueRuptor II (Qiagen Inc.) set to the lowest power was completed on each sample for 15 s. High sucrose buffer (1 M sucrose, 10 mM HEPES (pH 7.5), 3 mM MgAc, 1 mM DTT) was then layered underneath the crude prep. The crude prep was centrifuged for 25 min at 2613 × *g* at 4 °C. The supernatant was decanted and re-suspended in resuspension buffer, 1% BSA in PBS with 0.2 U/μL of Ambion RNase Inhibitor (Invitrogen, Cat:AM2684), and transferred to a low-bind conical tube. The nuclei were washed of any residual sucrose by centrifugation at 500 × *g* for 5 min at 4 °C. The pellet was re-suspended in PBS containing 20 μg/mL Fc Block CD16/CD32 (Biolegend, Cat: 101301) and incubated for 5 min at 4 °C. 0.5 μg of a nuclear hashing antibody (10 µg/ml) was added to each sample and incubated for 30 min at 4 °C. Nuclei were washed three times and finally counted using a Countess Automated Cell Counter (ThermoFisher). Three pools of nuclei were generated each containing 40,000 nuclei from samples of the four experimental groups. Nuclear hashtag antibodies used included anti-Nuclear Pore Complex Proteins Hashtag Antibodies 1–4 (BioLegend, Catalog numbers: TotalSeq-A0451, TotalSeq-A0452, TotalSeq-A0453, TotalSeq-A0454).

The 10X Chromium controller (10X Genomics) with v3 chemistry was used to capture, barcode and prepare single-nucleus libraries from each of the three pools of nuclei as per manufacturer’s instructions. The resulting libraries were sequenced on a full lane of an Illumina NovaSeq 6000 S2 flow cell for average depths of 68–104 k reads per nucleus depending on the 10X batch. Illumina base call (bcl) files for the samples were converted to FASTQ files using CellRanger 3.1, and aligned to the mm10 pre-mRNA assembly using STAR 2.5.1b including the following arguments: -outSAMmultNmax -1 -outSAMunmapped Within KeepPairs -outSAMorder PairedKeepInputOrder^69^.

### Dimensionality reduction, clustering and cell type assignment

Matrices of unique molecular identifier (UMI) gene expression and nuclear hashtag oligo (HTO) counts for each gene in each nucleus were generated with CellRanger 3.1^70^. UMIs from each nucleus were assigned to individual mice using the HTODemux function on the HTO data in Seurat 4.0.3 in R 4.0.3^71,72^, and low-quality nuclei with fewer than 200 genes or greater than 10% mitochondrial data, “doublets” with ambiguous hashtag signals, and hashtag-negative nuclei were discarded, yielding 14,662 high-quality nuclei for analyses. Mitochondrial genes were discarded. The three filtered 10X batches were integrated and normalized using the sctransform method^73^. Uniform manifold approximation and projection (UMAP) dimensionality reduction was performed on the integrated data, and 61 clusters were identified using FindNeighbors with the first 100 principal components and FindClusters with a resolution of 1.6 in Seurat^74^. Cell types were assigned to each cluster using marker genes and SingleR 1.4.1, which compares the whole-transcriptome profiles of each cluster to bulk RNA-Seq expression profiles of known, purified cell types^75,76^. Clusters “6” and “15” were not initially sharply defined by marker genes and included nuclei spread throughout many other cell type-specific clusters. Thus, we performed subclustering on these cells and repeated SingleR and marker gene analyses. One resulting subcluster was assigned to microglia, whereas the others were assigned to several other cell types. To explore the diversity of neuron subtypes in the large number of neurons, we mapped our data to snRNA-seq data from Sathyamurthy *et al*. using the Azimuth reference mapping pipeline: FindTransferAnchors with SCT normalization and PCA reference reduction followed by MapQuery in Seurat^24,72,77^. Finally, we refined all cell type assignments by relabeling stray cells assigned a cell type that was counter to the vast majority of neighboring cells in the UMAP, but not in areas where cell types formed ambiguous gradients. We tested for differences in the abundance of cell types between genotypes using a quasi-likelihood framework in edgeR^78^ with library size normalization; we modeled ~ 0 + group + batch in which the group was defined as combinations of genotype and sex and tested a contrast for the mean genotype effect across sexes.

### Murine differential gene expression

Using a pseudobulking strategy in limma 3.48.3 with TMMwsp library size normalization and voom transformation, differential gene expression among genotypes and among sexes was tested separately for each cell type^79,80^. Pseudobulking entails summing expression counts across nuclei within cell type (or cluster) within each sample to generate data with similar properties to bulk RNA-seq data. A pseudobulking strategy avoids the pseudo-replication of treating each nucleus as a biological replicate and allowed us to use well-tested standard differential expression models and normalization methods^81,82^. Groups defined by combinations of genotype and sex were modeled as a fixed effect and batch was included as a covariate (~ 0 + group + batch). Contrasts were defined to test average genotype effects between sexes, average sex effects between genotypes, and the interaction of sex and genotype. Genes were filtered using the filterByExpr function prior to normalization. ROAST and CAMERA were used to test differential expression at the level of Kyoto Encyclopedia of Genes and Genomes (KEGG) and Reactome gene sets^27,28,83–85^. False-discovery rate (FDR) less than 0.1 was considered significant for gene-level differential expression tests and less than 0.05 for gene set-level tests^86^.

### Intercellular signaling and regulatory networks

We used NicheNetR 1.0 to model intercellular communication and identify upstream ligands and receptors that might explain differential gene expression in each cell type^87^. NicheNetR links ligands and receptors to target genes combining gene expression data with databases containing known signaling and gene regulatory networks. Separate analyses were performed for motor neurons, microglia, astrocytes, and oligodendrocytes, which were set as “receiver” cells in respective analyses. For each receiver cell, differentially expressed genes (DEGs) among genotypes (FDR < 0.1) in that cell type were inputted as target genes and the other three cell types were considered possible “sender” cells. Top ligands were identified using high regulatory potential scores as given by Pearson correlation. Circos chord diagrams were generated with the circlize 0.4.8 in R^88^ to summarize ligand–receptor links inferred from NicheNetR. For plotting, ligands were assigned to particular sender cell types based on maximum mean expression.

SCENIC analysis was used to identify *cis*-regulatory transcription factors that might explain differences in gene expression across genotypes using the Python implementation, pySCENIC 0.11.2^29,89^. SCENIC first considers inter-gene expression correlations to identify modules of genes coexpressed with transcription factors (TFs) across nuclei in the data set. The gene modules are then pruned to include only genes with possible TF binding sites defined by TF motif matches. The resulting TF with target gene modules are referred to as regulons. Regulons were inferred for each cell type using the GRNboost2 method and the mm10 (RefSeq release 80) cisTarget motif database, and regulon activity scores were assigned to each nucleus with the AUCell function. Regulon activity scores use “area under the curve” (AUC) to calculate whether the input gene set is enriched within the expressed genes for each nucleus. The distribution of regulon activity (AUC) scores across nuclei can be compared to test for relative differences in the expression/activity of the regulon TF and its targets. We tested for differences in regulon activity between genotypes within each sex using Wilcoxon rank-sum tests. Given that cells were treated as replicates, we considered a very low FDR-adjusted *p*-value evidence of significance (*p* < 0.005)^86^.

### Generation of STRING protein-protein interaction networks

The list of genes within each regulon was inputted into the STRING web tool located at string-db.org with the following settings: full string network; network edges: confidence; minimum required interaction score: 0.4; max number of interactors to show: 1^st^ shell: query proteins only, 2^nd^ shell: none; disable structure previews inside network bubbles; and hide disconnected nodes in the network^90^.

### Comparison with spatial transcriptomics data

We evaluated the overlap of *SOD1*^*G93A*^ vs. WT DEGs for each cell type in our study (FDR < 0.1) with DEGs in various tissue regions at multiple time points from a recently published spatial transcriptomics study of *SOD1*^*G93A*^ lumbar spinal cord tissue (Bayes factor > 3)^32^.

### Human differential gene expression

Raw bulk RNA-seq data of cervical spinal cord and de-identified metadata were obtained from The Target ALS Multicentered Postmortem Tissue Core, the New York Genome Center for Genomics of Neurodegenerative Disease, Amyotrophic Lateral Sclerosis Association and TOW Foundation (www.targetals.org). Illumina paired-end 100-bp read data were downloaded from TargetALS (mean of 43 M reads per sample) and processed following standard quality control practices to remove low-quality reads and adapter sequence contamination (~ 4% of reads)^91–93^. Remaining high-quality read pairs were aligned to the human genome (hg19) using STAR 2.6.1d with a mean of 95% uniquely mapping. Read pair counts per gene were summed with the featureCounts function in subread 1.6.3 using the GENCODE 30 annotation release^69,94–96^. Only samples with RIN values of ≥6 were used in all analyses.

We performed differential expression analysis using limma with TMM normalization and voom transformation using groups defined by combinations of sex and disease state (model: ~0+group) and tested a contrast for the effect of ALS vs. control patients averaged across sexes. Similarly, differential expression at the level of Reactome and KEGG pathways was tested with ROAST and CAMERA. FDR < 0.05 was used as a threshold for significance. Results from human and mouse data sets were compared for one-to-one orthologs, and for gene sets with matching descriptions.

To assess the association of putative ligands predicted by NicheNetR association with human phenotypes within ALS patients, we tested for the association of gene expression with disease onset and disease duration including sex as a covariate using limma.

### Immunohistochemistry

Mice were anesthetized with Ketamine and Xylazine and then underwent rapid cardiac perfusion with PBS, followed by 4% paraformaldehyde (PFA). The spinal column was rapidly removed, and the lumbar spinal cord was retrieved. Lumbar spinal cords were washed in PBS and then drop-fixed in 4% PFA for an additional 1 h at 4 °C. After fixation, spinal cord tissue was incubated with 15% sucrose in PBS for 24 h followed by incubation with 30% sucrose in PBS for an additional 24 h. Cyroprotected spinal cords were frozen in Optimal Cutting Temperature (OCT) compound (FisherScientific, Cat: 23-730-571) and kept at −80 °C until sectioning. 8 μm thick serial sections were collected on Superfrost PLUS slides (FisherScientific, Cat: 22-037-246) using a Microm cryostat (ThermoFisher, Model: HM550). Sections were washed 3× with PBS for 5 min and then permeabilized with 0.2% Triton-X 100 in PBS for 10 min and washed 3 × with PBS. Blocking was conducted with Serum-Free blocking buffer (Dako, Cat: X090930-2) for 1 h at RT. All primary antibodies were diluted in Antibody Diluent (Dako, Cat: S3022) and applied overnight at 4 °C. Subsequently, slides were washed 3× with PBS, then incubated in secondary antibodies diluted in Antibody Diluent for 1 h at RT. As indicated, certain slides were washed and placed in a 1 μg/mL DAPI (Invitrogen, Cat: D1306) solution for 5 min at RT and washed 3× with PBS before mounting with fluorescent mounting media (Dako, Cat: S302380-2). Primary antibodies used: 0.25 μg/mL Rat anti-GFAP (2.2B10) (Invitrogen, Cat: 13-0300), 5 μg/mL Rabbit anti c-Fos (Abcam, Cat:ab190289), 1 μg/mL mouse anti- 4-hydroxynonenal (R&D Systems, Cat: MAB3249). Secondary antibodies utilized: Donkey anti-Rat Alexa Fluor 488 (Invitrogen, Cat: A-21208), Donkey anti-Mouse Alexa Fluor 546 (Invitrogen, Cat: A10036), Donkey anti-Rabbit Alexa Fluor 647 (Invitrogen, Cat: A-31573). All secondary antibodies were used at 1 μg/ml. All experiments included negative controls by omission of primary antibody.

### Imaging and quantification

Multicolor wide-field images were taken on a Leica 5500B microscope at 20× or 40× magnification, as indicated. All microscope settings were kept identical for each experiment. 2–4 images/tissue slice and 3–4 tissue slices/sample were collected for analysis. All analyses were performed with the Fiji distribution of ImageJ (NIH)^97,98^. Values from individual mice are reported in Supplemental Data 2.

### Cell area analysis

To quantify the positive area of each stain in end-stage murine and human tissues, the images underwent background removal with the rolling ball radius set to 50 within ImageJ. Images were then subjected to automated thresholding with the optimal thresholding algorithm of each signal being selected by a naïve experimenter. The following thresholding algorithms were utilized: Triangle used for GFAP and FOS, and Moments used for 4-hydroxynonenal^99–101^. Calculation of positive area was calculated per μm^2^ and the average of 6–8 images per sample was used for statistical analysis.

### Intensity analysis

Quantification of mean intensity of each stain was completed by measuring and then averaging the mean intensity of 6–8 images per animal using ImageJ. Quantification of integrated intensity within specific positive area was completed using ImageJ by restricting the intensity measurement to only areas within an automated pre-set threshold mask of another signal channel. Averages for each sample were calculated and used for statistical analysis.

### Statistics and reproducibility

Data are shown as mean ± SEM or as indicated in the figure legend. Normality of the data was assessed using the Shapiro-Wilk’s normality test. If normality assumption was met, data were subsequently evaluated by independent two-sample *t*-tests; otherwise, data were evaluated by non-parametric Mann–Whitney tests. All analyses were performed with GraphPad Prism 9 (GraphPad Software, San Diego, CA). *p* values <0.05 were used to denote statistical significance. In all cases, “N” indicates biological replicates (that is, individual mice). Technical replicates within an experiment were employed to provide a single value for a biological replicate and then statistical analyses were performed on the biological replicates.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

## Data Availability

Murine raw (FASTQ) and aligned (BAM) sequencing data, resulting raw and normalized count data, and supporting sample- and nucleus-level metadata are publicly available through NCBI GEO accession GSE173524. All raw human RNA-seq data from Target ALS samples are publicly available via The Target ALS Multicentered Postmortem Tissue Core, the New York Genome Center for Genomics of Neurodegenerative Disease, Amyotrophic Lateral Sclerosis Association and TOW Foundation (www.targetals.org). Access can be requested by emailing .

# Supplementary material for: Neuronal–glial communication perturbations in murine SOD1G93A spinal cord
**Source:** Commun Biol. 2022 Feb 28;5:177. doi: 10.1038/s42003-022-03128-y
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

### **Neuronal–Glial Communication Perturbations in Murine *SOD1*<sup>G93A</sup> Spinal Cord**

Michael MacLean<sup>1</sup>, Raquel López-Díez<sup>1</sup>, Carolina Vasquez<sup>1</sup>, Paul F. Gugger<sup>1</sup>,  
Ann Marie Schmidt<sup>1\*</sup>

## Supplementary Figures:

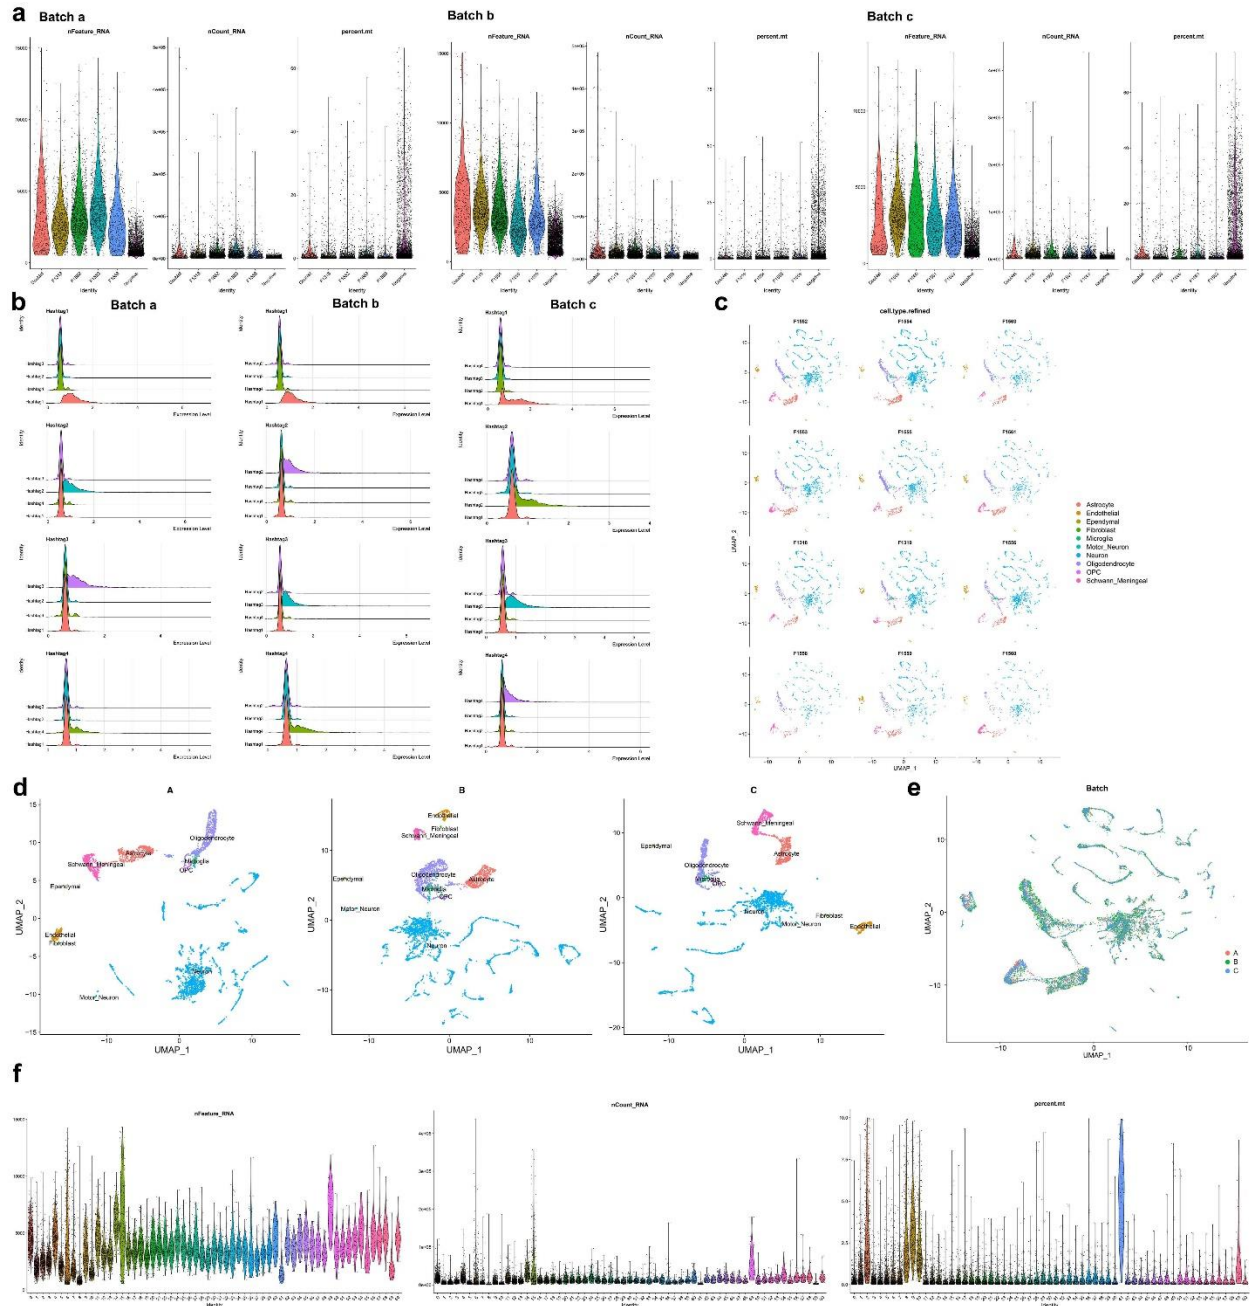

*Supplementary Figure 1. Data integration of three hashtagged batches of nuclei*

**a.** Violin plots illustrating number of total gene ("features"), total RNA counts, and percent mitochondrial data per sample or in nuclei confidently attributed to mouse samples, hashtag negative or doublet nuclei for each batch. **b.** Nuclear hashtag expression ridge plot for labeled nuclei split by unique hashtag and batch. x-axis: hashtag normalized hashtag expression level, y-axis: number of nuclei. **c.** UMAP for each sample, representing all batches (columns) and hashtags (rows). In this study each hashtag corresponds to a particular sex-genotype combination: Hashtag

1=Male WT, 2=Male *SOD1*<sup>G93A</sup>, 3=Female WT and 4=Female *SOD1*<sup>G93A</sup>. **d.** UMAPs for each batch after data filtering prior to data integration. **e.** UMAP of fully integrated data with nuclei colored by batch. **f.** Violin plots illustrating number of total genes (“features”), total RNA counts, and percent mitochondrial data per cluster or in nuclei confidently attributed to mouse samples, hashtag-negative or doublet nuclei.  $N = 3$  independent mice per genotype per sex.

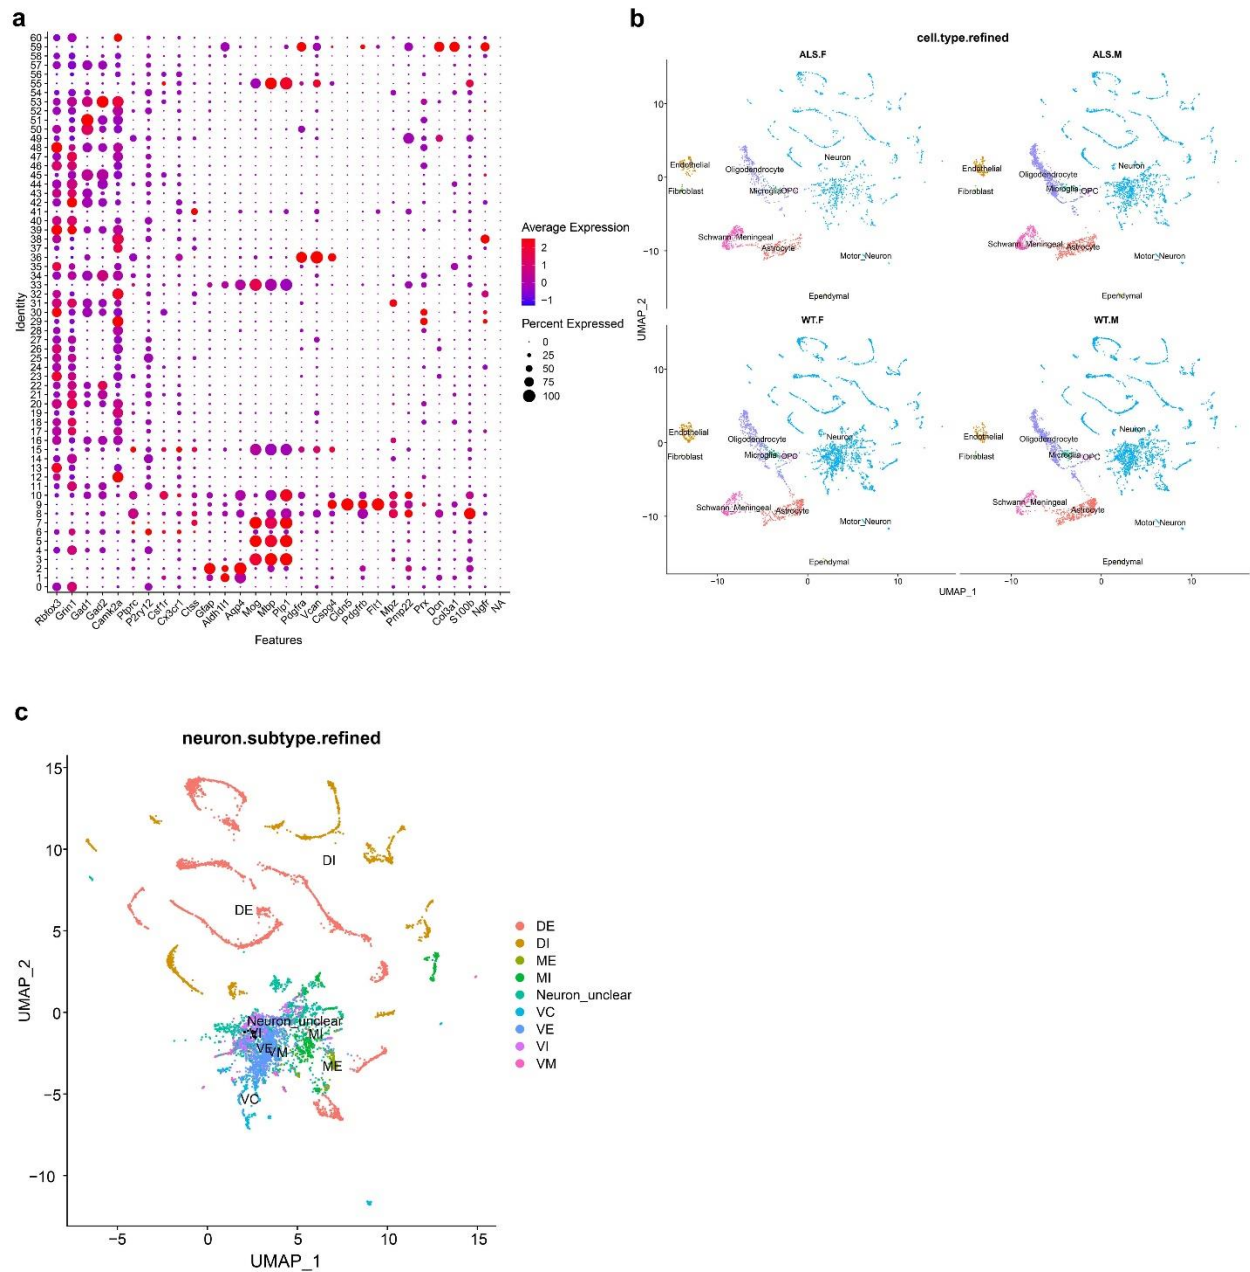

*Supplementary Figure 2. Cell-type identification within integrated dataset*

**a.** Dot plot of marker gene expression in each Seurat cluster. Clusters were labeled with cell types using a combination of marker genes and SingleR annotations. **b.** UMAP plot of cell-type labeled lumbar spinal cord nuclei split by experimental group. **c.** UMAP of neuronal sub-clusters, not including motor neurons, labeled by mapping to reference data from Sathiyamurthy et al<sup>1</sup>. DE: Dorsal Excitatory. DI: Dorsal Inhibitory. ME: Mid Excitatory. MI: Mid Inhibitory. VE: Ventral Excitatory. VI: Ventral Inhibitory. VC: Ventral Cholinergic (non motor neurons). VM: Ventral Mixed. Unclear neurons are those not assignable to any of the above sub-types.  $N = 3$  independent mice per genotype per sex.

*Supplementary Figure 3.  $SOD1^{G93A}$  motor neurons display altered RCOR1 regulon activity alongside perturbed glutamatergic synapse associated gene expression.*

**a.** STRING network of protein–protein interactions for genes associated with the RCOR1 regulon. Unconnected genes are not shown. **b.** Glutamatergic synapse KEGG pathway (mmu04724) colored by  $\log_2$  fold change between  $SOD1^{G93A}$  vs. WT motor neurons.  $N = 3$  independent mice per genotype per sex.

**a**

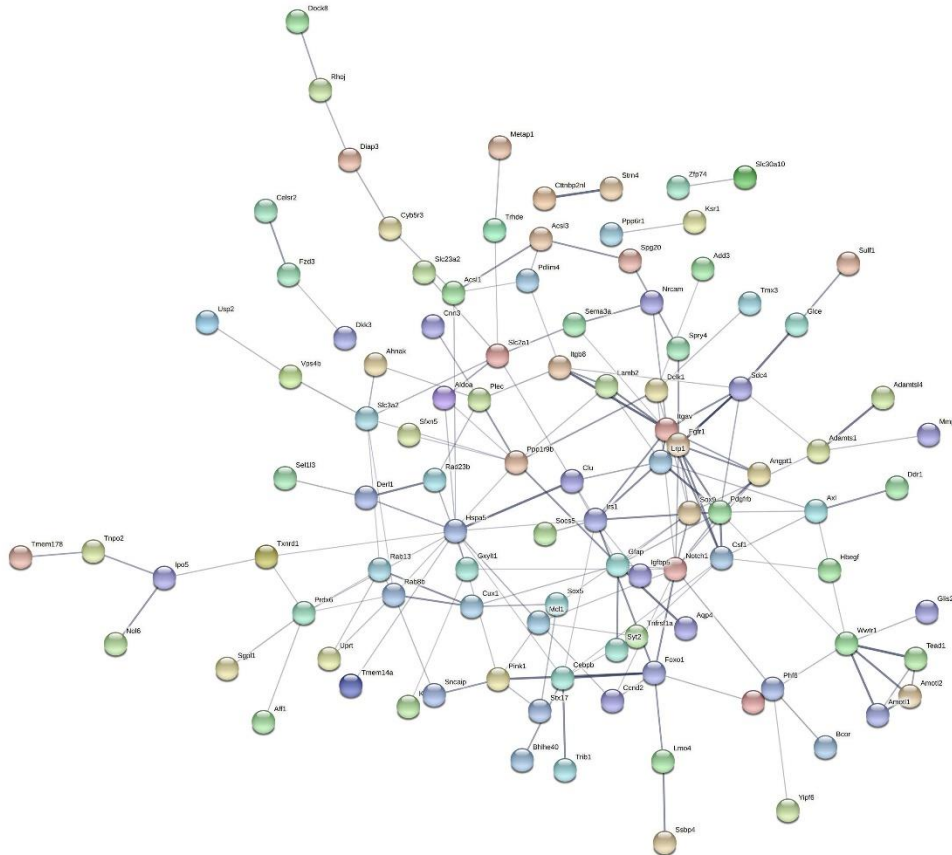

**b**

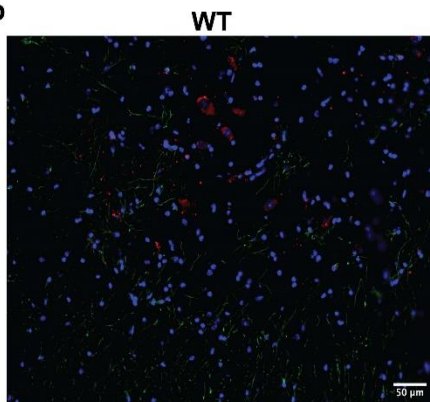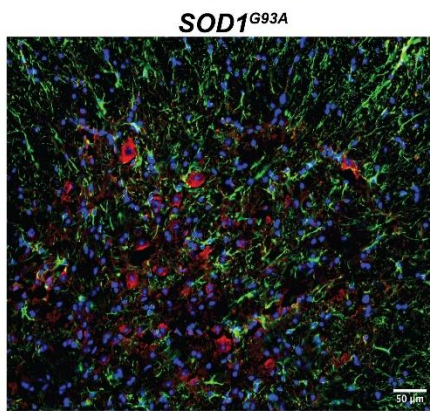

DAPI GFAP 4-HNE

**c**

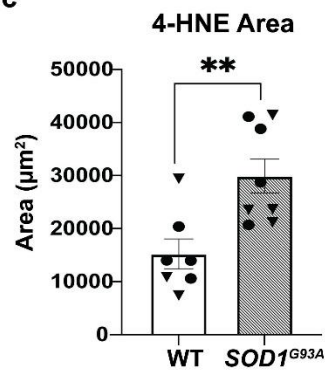

**d**

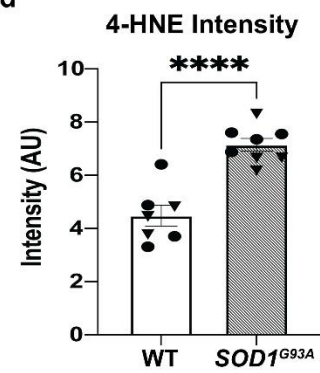

**e**

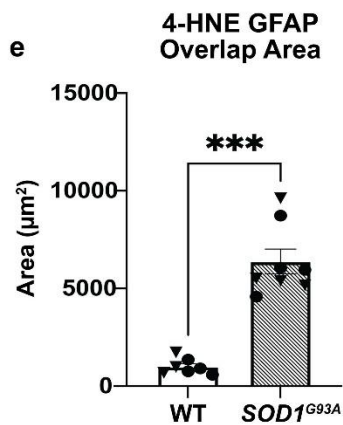

**f**

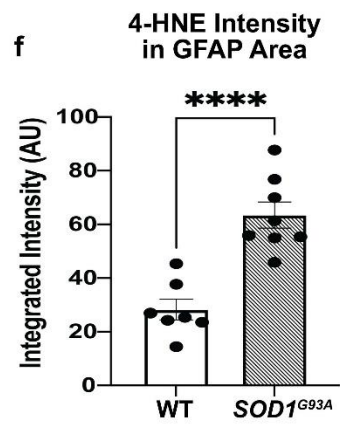

*Supplementary Figure 4. SOD1<sup>G93A</sup> astrocytes display increased oxidative stress by age 120 days*

**a.** STRING network of protein–protein interactions for genes associated with the FOS regulon. Unconnected genes are not shown. **b.** Representative images of DAPI, GFAP and 4-HNE in male murine *SOD1<sup>G93A</sup>* and WT lumbar spinal cord at 120 days of age. **In c-f:** Quantification of **(c)** 4-HNE area; **(d)** 4-HNE intensity; **(e)** 4-HNE and GFAP overlap area; and **(f)** 4-HNE intensity within GFAP area. In **d,f**, Independent two sample two-sided *t*-test. In **c,e**: Mann-Whitney *U*-test. \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ , \*\*\*\*  $p < 0.0001$ . Data are presented as mean  $\pm$  SEM. Specific *p* values are as follows: In **c**, \*\* $p=0.0059$ ; in **d**, \*\*\*\* $p<0.0001$ ; in **e**, \*\*\* $p=0.0003$ ; and in **f**, \*\*\*\* $p<0.0001$ . In **a**,  $N = 3$  independent mice per sex per genotype. In **b-f**, *SOD1<sup>G93A</sup>*  $N = 4$  independent mice per sex, WT  $N=3$  independent male and  $N=4$  female mice. Male mice are represented by triangles; female mice are represented by circles.

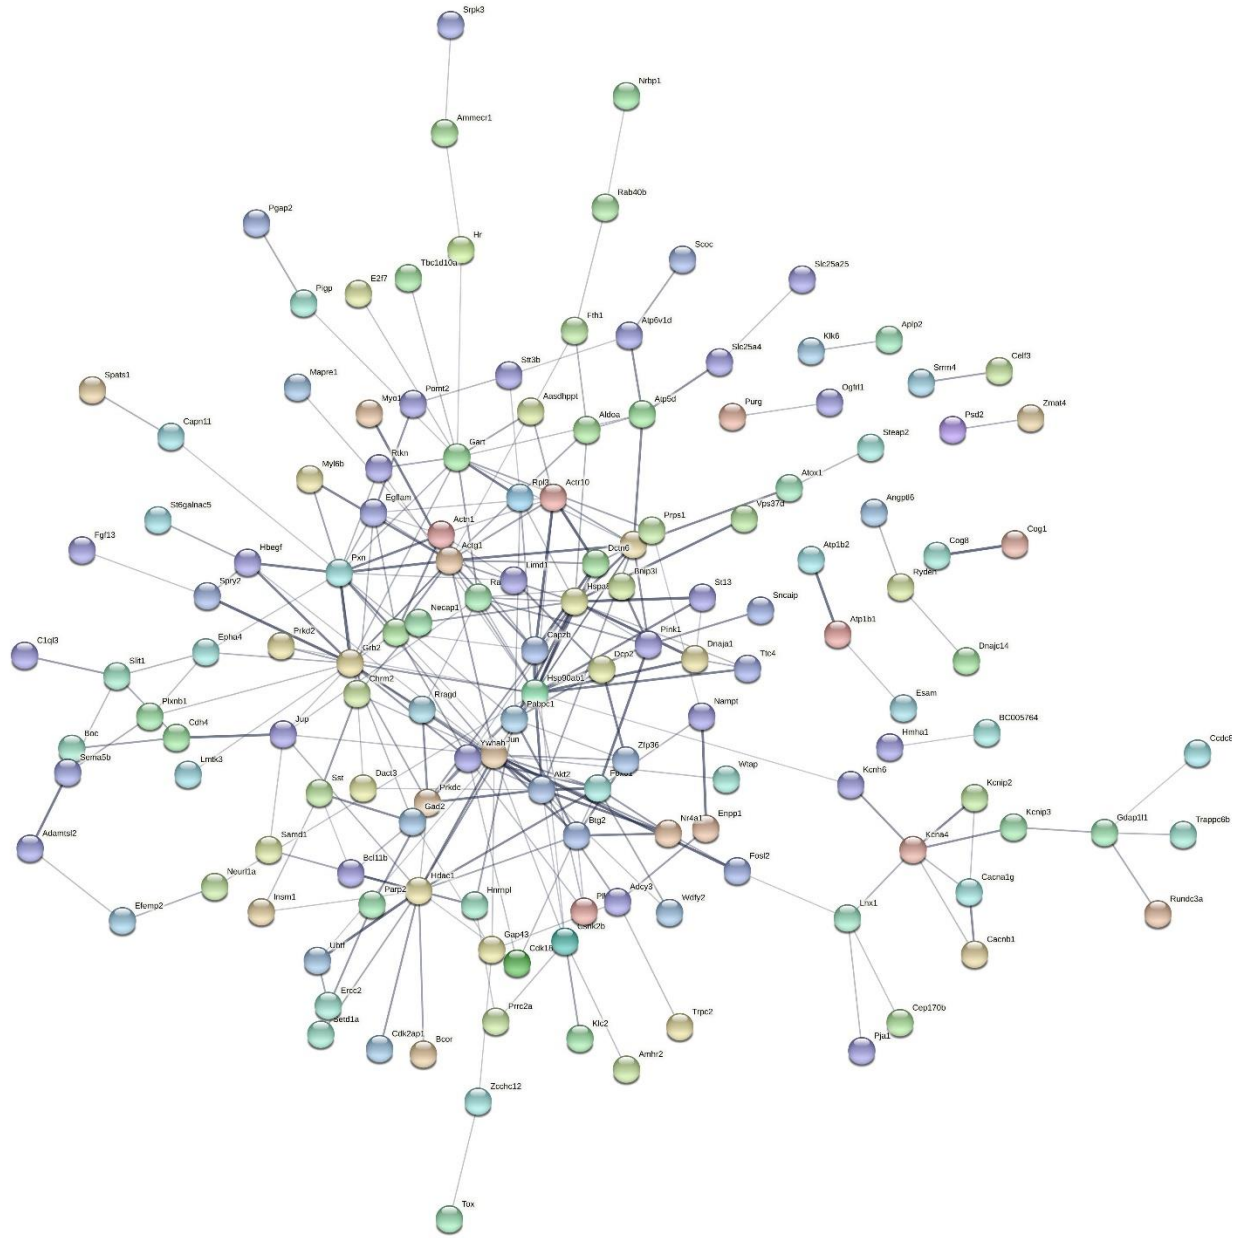

Supplementary Figure 5. Sub-cluster 0 *SOD1*<sup>G93A</sup> microglia display up-regulated *EGR1*-dependent regulon activity.

STRING network of protein–protein interactions for genes associated with the *EGR1* regulon. Unconnected genes are not shown. *N* = 3 independent mice per genotype per sex.

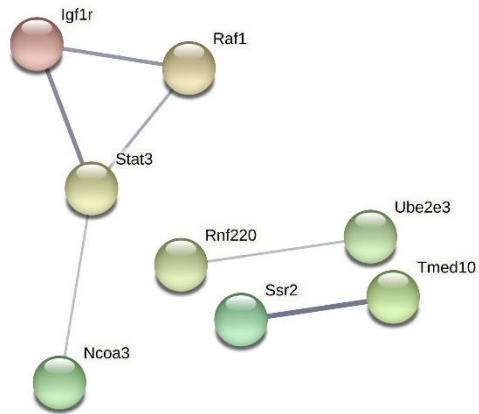

*Supplementary Figure 6. Sub-cluster 0  $SOD1^{G93A}$  oligodendrocytes display increased STAT3-dependent regulon activity.*

STRING network of protein–protein interactions for genes associated with the STAT3 regulon. Unconnected genes are not shown.  $N = 3$  independent mice per genotype per sex.

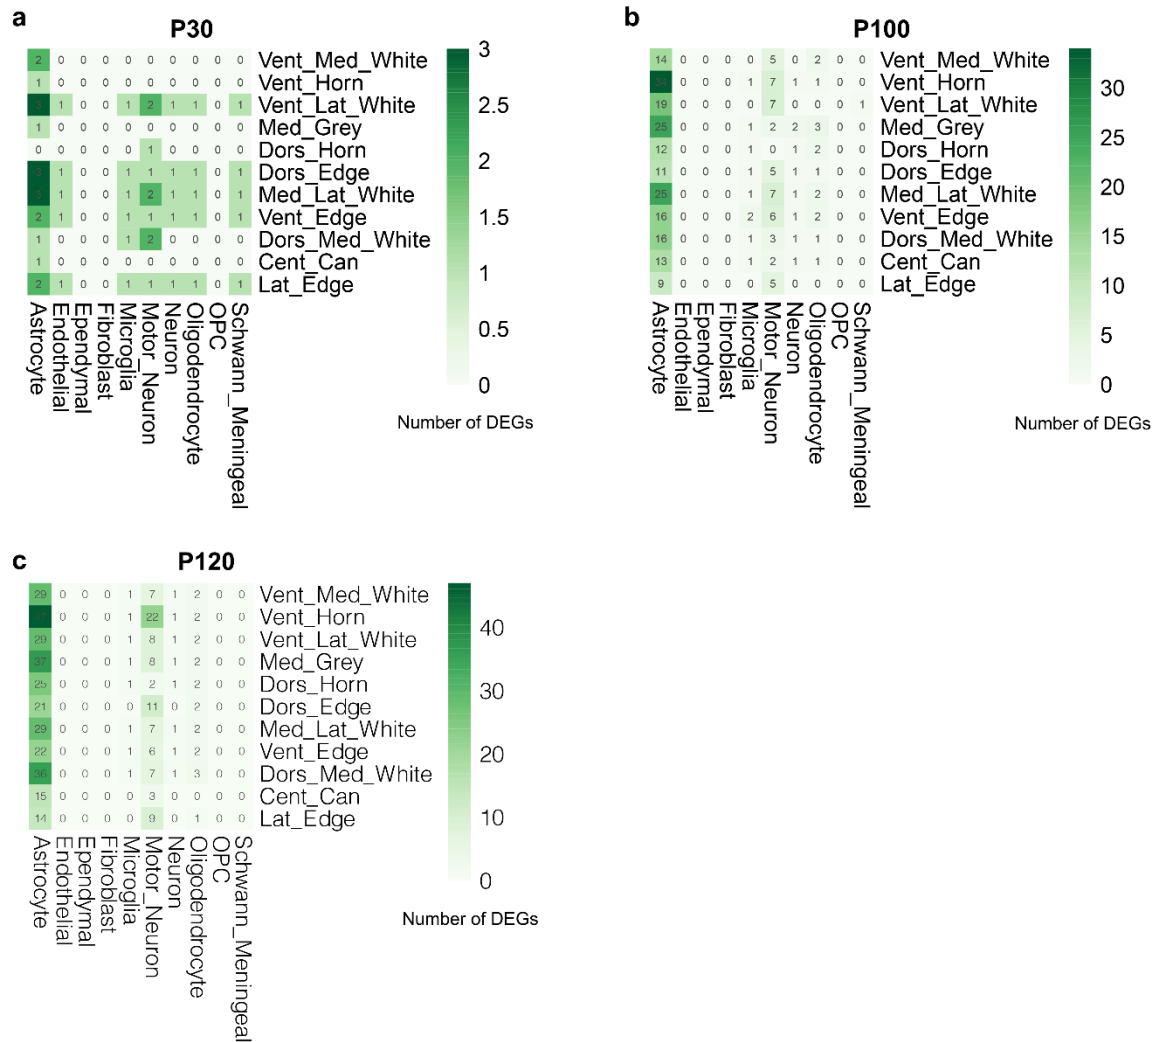

Supplementary Figure 7. Comparison of cell type-specific alterations in *SOD1*<sup>G93A</sup> mice vs. previously reported spatial transcriptomic changes at multiple time points.

Number of DEGs overlapping between cell type-specific snRNA analyses and anatomical regions from spatial transcriptomics data from Maniatis *et al.*<sup>2</sup> at **a.** P30, **b.** P100, and **c.** P120. DEGs defined by FDR < 0.1 in cell type-specific analyses and Bayes factor > 3 in anatomical locations<sup>2</sup>.

**Supplementary Dataset:**

*Results of Limma, ROAST, CAMERA and SCENIC analyses. N = 3 independent mice per genotype per sex. N = 76 ALS patients and N = 11 non-neurological control patients.*

**Supplementary References:**

- 1 Sathyamurthy, A. *et al.* Massively Parallel Single Nucleus Transcriptional Profiling Defines Spinal Cord Neurons and Their Activity during Behavior. *Cell Rep* **22**, 2216-2225, doi:10.1016/j.celrep.2018.02.003 (2018).
- 2 Maniatis, S. *et al.* Spatiotemporal dynamics of molecular pathology in amyotrophic lateral sclerosis. *Science* **364**, 89-93, doi:10.1126/science.aav9776 (2019).

# Supplementary material for: Neuronal–glial communication perturbations in murine SOD1G93A spinal cord
**Source:** Commun Biol. 2022 Feb 28;5:177. doi: 10.1038/s42003-022-03128-y
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**File name:** Supplementary Data 1

**Description:** *Individual mouse immunohistochemistry measures for intensity and area of GFAP, FOS, and 4-HNE reported in Figure 4 and Supplemental Figure 4.*

How the deposited data were processed for this re-analysis (not part of the article)

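The data are the single-nucleus RNA sequencing of the lumbar spinal cord of 12 mice aged 90 days, 3 female and 3 male SOD1G93A mice and 3 female and 3 male WT mice. Nuclei of 4 mice, 1 of each sex and genotype, were labelled with hashtags and pooled, giving the 3 batches called pools A, B and C here.

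The authors made 10x libraries and deposited the counts, which are UMIs per gene and nucleus from CellRanger with a pre-mRNA reference of mm10, without normalization. As described by the authors, nuclei were assigned to mice from the hashtag signal, and nuclei with under 200 genes, with over 10% mitochondrial UMIs, with the hashtags of several mice or with no hashtag were removed. Mitochondrial genes were then removed from the table. The column of mitochondrial percent values deposited by the authors is the percent of the UMIs of a nucleus that fell on mitochondrial genes, and its highest value is 9.993. The cell type, neuron sub-type and sub-cluster of each nucleus are those deposited. The authors obtained the types from Seurat clusters of data integrated over the pools, with marker genes and SingleR, and the neuron sub-types by mapping to a published reference. Doublets within 1 mouse are not marked, and only those with hashtags of several mice were removed by the authors. The deposited table of normalized, integrated values was not used, since sums per mouse need counts.

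From the counts, UMIs were summed per gene over the nuclei of a cell type, sub-type or sub-cluster in each mouse. The nuclei number 14662 and the UMIs 206486779, of which pool A has 66529695, pool B 88951823 and pool C 51005261. The lowest number of genes in a nucleus is 414. Among neurons, 27 nuclei without a sub-type were left out of the tests of sub-types. The genotype and sex of every mouse in the table of nuclei were the same as in the table of mice. Counting error and the few nuclei of some mice limit the precision, among the cell types most of all in fibroblasts and ependymal cells, with medians of 11318 and 17357.5 UMIs per mouse.

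Differential expression followed the paper's methods. Genes were filtered with filterByExpr on the 4 groups of sex and genotype (minimum count of 10), library sizes were scaled with TMMwsp factors, and limma's voom, lmFit, contrasts and eBayes were run with a term per group and a term per pool. The paper's text does not name the robust option of eBayes. It was used here because the degrees of freedom in the readable part of the paper's Supplementary Data 1 differ between genes in the way this option gives. In that part, which holds the first 1999 of 9347 astrocyte genes, 1999 of 7637 endothelial genes, 471 of 471 ependymal genes and 323 of 561 fibroblast genes, the log2 fold changes differed from those computed here by at most 0.00498, and 0 calls at FDR < 0.1 differed, with 214 astrocyte genes called in both. Contrasts were the mean effect of genotype, the mean effect of sex (female minus male) and the difference of the genotype effects (male minus female). P values were adjusted with the Benjamini-Hochberg method over the genes of a cell type, with a threshold of 0.1 for genes and 0.05 for gene families and abundance. Genes on X and Y were counted apart in the comparison of the sexes.

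Pools are the batches named in the paper, so that mice of 1 pool share preparation and sequencing, and the pool was a block in every model. As a check, the deviations of each mouse from its group mean were correlated between mice. The median r was 0.305 for neurons of mice in the same pool against −0.191 in different pools, with 13 of 18 same-pool pairs above 0.1, and 0.242 against −0.0523 in oligodendrocytes (11 of 18). It was 0.121 against −0.0508 in endothelial cells (9 of 18), 0.0771 against −0.0385 in microglia (8), 0.0646 against −0.0697 in Schwann and meningeal cells (7), 0.0429 against 0.00588 in astrocytes (7), 0.0296 against 0.0197 in motor neurons (6) and −0.0292 against 0.0179 in OPCs (1).

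Abundance was tested with edgeR's quasi-likelihood test on nuclei per type, with the total nuclei of the mouse as library size. Gene families were fixed by gene symbol (glutamate receptors, complement, metallothioneins and ferritin, heat-shock proteins, cytosolic ribosomal proteins, and cadherins with neuregulins and Rtn4) and tested with limma's camera at a preset correlation of 0.01 where at least 3 members passed the filter, adjusted over all families and cell types. The genes named are every gene that the results or discussion of the paper name for this experiment, every gene labelled in the plots of Fig. 3a, 4a, 5a and 6a, and per cell type with DEGs the 3 higher and the 3 lower genes of smallest adjusted p that changed the same way in all 3 pools. Any other gene is said to be chosen after its values had been seen. Cell type markers are the 3 genes per type of Fig. 1b. Some results on single genes and markers are not reported here. Outlying mice were sought with Dixon's ratio in groups of 6 mice (critical value 0.625).

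The alternatives were edgeR's quasi-likelihood test, DESeq2, TMM factors, library sizes alone, no filter on low counts, a minimum count of 30, eBayes without the robust option, quality weights, no pool term, each mouse left out, FDR < 0.05, equal numbers of nuclei (20 draws), removal of the 5% of nuclei with most UMIs in each type and pool, fry, camera with an estimated correlation, and limma on log2 ratios of nuclei (pseudocount 0.5). A correction for gene length (loess, span 0.5) and a common UMI total per mouse were added. For each comparison the labels were also swapped within pools in all 32 ways.

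The procedures were tested on simulated counts drawn from the means and library sizes of the real mice with up to 200 genes changed by a log2 fold change of 1.5. In astrocytes limma recovered 96.97% of 198 changed genes, edgeR 95.96% and DESeq2 95.45%, with 11.76%, 11.06% and 6.8% of calls false. In motor neurons they recovered 87.37%, 90.91% and 86.36%, in microglia 97.99%, 97.49% and 95.48%, and in oligodendrocytes 93.97%, 94.97% and 93.97%.

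Positions come from GENCODE M21, matched by symbol. The software was R 4.3.3 with limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0 and statmod 1.5.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The KEGG and Reactome sets, the regulatory network and ligand analyses, the human and spatial data and the stainings were not analysed here.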

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

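Of the tests below, those of free RNA, of cytosolic RNA and of RNA from other cell types were chosen only after the results were seen. The swapping of labels within pools was not.

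Dixon's ratio was computed in 266 groups of 6 mice, and 23 (8.65%) held 1 mouse far from the other 5. Chance alone gives this in about 1 in 20 groups. Of the 23, 9 concern Sod1. In 7 of these the male SOD1G93A mouse of pool A stood above the other SOD1G93A mice, with 1361 CPM in astrocytes (others 367 to 696), 284 in microglia (52.4 to 114), 302 in microglia sub-cluster 0 (63.6 to 111), 372 in OPCs (69.3 to 139), 260 in the neuron sub-type DI (68.3 to 134), 226 in MI (87.9 to 118) and 228 in neurons of unclear sub-type (63.2 to 104). Free RNA of the pool is argued against as the whole cause. On unscaled library sizes the excess of this mouse in neurons was 151 CPM, where the WT mice of the same pool had an excess of 42.8 CPM over the WT mice of pools B and C. The paper's methods state that mice with altered copy number of the transgene were not enrolled. A different expression of the transgene in this mouse stays open and was not tested.

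In the other 2 of the 9, the female WT mouse of pool A stood above the other WT mice, with 69.6 CPM of Sod1 in the neuron sub-type VE (others 22.1 to 38.1) and 452 in oligodendrocyte sub-cluster 0 (71.0 to 200). The WT mice of pool A both lay above all WT mice of pools B and C in 6 of the 8 cell types with nuclei of every mouse. Free RNA of the SOD1G93A mice in the same pool may contribute to this. More cytosolic RNA in pool A is argued against as the whole cause, since the ribosomal protein genes of WT neurons stood at 1.08 times their level in pool B, while Sod1 stood at 2.56 times its level. Against pool C the ribosomal protein genes were higher in pool A, at 1.44 times in neurons and between 1.31 and 1.70 times over the 8 types, so that a part of the difference from pool C stays open to it. Other differences between the pools stay open. No biological explanation was tested.

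Single mice also stood apart for other genes. In microglia, the female SOD1G93A mouse of pool C had 54.8 CPM of Adamtsl3 (other SOD1G93A mice 35.0 to 39.0) and 31.3 of C4b (8.67 to 16.8), and the male SOD1G93A mouse of pool B had 56.3 of Ajap1 (78.0 to 86.1). In astrocytes, the female WT mouse of pool C had 69.1 CPM of Cd44 (other WT mice 22.9 to 33.2), the male WT mouse of pool A 67.2 of Hpse2 (4.27 to 22.1), the male SOD1G93A mouse of pool B 178 of Cdh22 (105 to 121) and the male SOD1G93A mouse of pool C 138 of Gm49164 (74.2 to 96.2). In motor neurons, the male WT mouse of pool C had 7189 CPM of Csmd3 (3684 to 4936), the male WT mouse of pool B 35.3 of Rcor1 (68.5 to 85.2), the male SOD1G93A mouse of pool C 185 of Gap43 (17.6 to 61.7), the male SOD1G93A mouse of pool B 137 of Gm2516 (28.7 to 67.8) and the female SOD1G93A mouse of pool B 754 of Pdzrn4 (232 to 399). In oligodendrocyte sub-cluster 0, the female WT mouse of pool C had 639 CPM of Pcdh11x (351 to 435). Fibroblasts made up 1.23% of the nuclei of the male WT mouse of pool C and up to 0.425% in the other WT mice. For these 14 values no technical or biological explanation was tested.

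The genotype effect differed between the sexes in limma's test of the difference for 4 genes. The difference, male minus female, was −3.72 for Hpse2 in astrocytes and −2.01 for Frmpd4, 4.90 for Klhl1 and −2.56 for Spint2 in motor neurons. When the labels were swapped within pools, 5 of the 32 splits gave at least as many genes in astrocytes and 9 of 32 in motor neurons. Chance cannot be excluded for the count of motor neurons. In astrocytes the count is 1 gene, and how often other splits call any 1 gene does not decide whether the difference of Hpse2 is chance. One of these splits in each type is the comparison of the genotypes itself, with 214 and 157 genes. A true difference between males and females stays open as untested beyond this.

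In neurons of unclear sub-type, for which the paper's text reports no such difference, the genotype effect differed between the sexes for 51 genes, 4 with a higher and 47 with a lower effect in males. In 2 of 32 splits there were at least as many, so chance cannot be excluded. The largest number in any other split was 116. RNA from oligodendrocytes may contribute, since 92.2% of the 51 genes, against 39.9% of all genes tested, lay below the oligodendrocyte level in the group where they were highest, and 46 of the 51 had at least 2 times the level in oligodendrocytes. Sex and genotype stay open as biological explanations, which were not tested apart from this.

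In astrocyte sub-cluster 3, for which the paper's text reports no comparison of the sexes, 26 genes outside X and Y differed, 22 higher and 4 lower in females. At least as many were found in 9 of 32 splits, so chance cannot be excluded. RNA from neurons is a candidate explanation for part of them, since 57.7% of the 26 genes, against 22.3% of all genes tested, lay below the neuronal level. A difference between the sexes stays open and was not tested further.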

How the results depend on the processing

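Of the alternatives reported here, the correction for gene length and the thinning of motor neurons to a common UMI total were tests chosen only after the DEGs had been seen. The models, the gene families, the rule for the genes named and all other alternatives were chosen before the data were examined.

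Named genes were tested 121 times, each in 1 cell type and for 1 comparison, and no called change reversed its direction under any alternative run. The side of the FDR threshold was kept in 102 of the 121 tests with DESeq2 (17 lost, 2 gained), in 110 with edgeR's quasi-likelihood test (10 lost, 1 gained), in 120 with TMM factors (1 lost), in 119 with library sizes alone (2 lost), in 120 with quality weights (1 lost), in 112 with variances moderated without the robust option (8 lost, 1 gained), in 113 without the filter on low counts (6 lost, 2 gained) and in 84 of 95 with a minimum count of 30 (11 lost). Without the replicate block, which is the pool term, 67 of 121 kept their side and 54 were lost. With each mouse left out in turn, 70 kept their side in every fit, 48 were lost and 3 gained without at least 1 mouse.

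The numbers of DEGs by genotype changed by more than 1.5 times in many settings. With DESeq2 they were 1 in fibroblasts (0 with limma, which had 32 genes at an unadjusted p under 0.05, and 0 with edgeR), 20 in microglia (7 with limma), 17 in neurons (4), 5 in OPCs (2), 13 in oligodendrocytes (5), 58 over the neuron sub-types (19), 23 in microglia sub-cluster 0 (36) and 2 over oligodendrocyte sub-clusters 1 to 4 (4). EdgeR gave 72 in motor neurons (157 with limma), 1 in Schwann and meningeal cells (2) and 12 in microglia sub-cluster 0. Without the replicate block, limma gave 105 in astrocytes (214 with it), 40 in motor neurons, 3 in microglia, 1 in neurons, 0 in OPCs, 1 in Schwann and meningeal cells, 7 over the neuron sub-types, 0 in microglia sub-clusters 0 and 1, 3 in oligodendrocyte sub-cluster 0 (8) and 1 over sub-clusters 1 to 4. At FDR < 0.05 they were 111 in astrocytes, 51 in motor neurons, 2 in microglia, 1 in Schwann and meningeal cells and 0 in OPCs. Library sizes alone gave 31 in microglia. Quality weights gave 32 in neurons, 5 in Schwann and meningeal cells and 65 over the neuron sub-types. Moderation without the robust option gave 2 over oligodendrocyte sub-clusters 1 to 4.

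A minimum count of 30 gave 22 DEGs in microglia, 51 in motor neurons, 0 in OPCs, 0 in microglia sub-cluster 1, 5 in oligodendrocyte sub-cluster 0 and 1 over sub-clusters 1 to 4. With no filter on low counts there were 18 in microglia, 457 in motor neurons, 9 in OPCs, 91 over the neuron sub-types, 30 in oligodendrocyte sub-cluster 0 and 1314 over sub-clusters 1 to 4. Without the nuclei of the highest 5% of UMIs in each type and pool, which removed 746 nuclei, there were 355 in astrocytes, 392 in motor neurons, 8 in oligodendrocytes, 1 in Schwann and meningeal cells and 0 in OPCs. At numbers of nuclei equal to those of motor neurons, the median over 20 draws was 1.5 in astrocytes, 1 in OPCs, 1 in Schwann and meningeal cells and 0 in neurons and oligodendrocytes, where fewer nuclei were tested. Thinned to a common UMI total, motor neurons gave 0, where fewer genes could be tested. All counts of 0 in these settings are limma's. In the model with the pool term, all nuclei and FDR < 0.1, the genes at an unadjusted p under 0.05 numbered 311 in OPCs, 653 in neurons, 502 in oligodendrocytes, 815 in motor neurons, 708 in microglia sub-cluster 0 and 149 in sub-cluster 1. In the same order edgeR called 3, 4, 5, 72, 12 and 1, and DESeq2 called 5, 17, 13, 117, 23 and 1.

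The scaling also moved the balance of higher and lower genes. Motor neurons had 73 higher and 84 lower genes with TMMwsp factors, 137 higher and 49 lower with library sizes alone, and 42 higher and 75 lower with DESeq2. In microglia DESeq2 called 11 higher and 9 lower genes, where limma called 5 and 2. Neurons had 13 higher and 4 lower with DESeq2 and 3 and 2 with library sizes alone, where limma with TMMwsp factors called 4 higher and 0 lower. In OPCs DESeq2 called 4 higher and 1 lower and in oligodendrocytes 8 and 5, where limma called no lower gene in either. Schwann and meningeal cells had 2 higher and 1 lower with library sizes alone.

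Leaving out single mice gave the following ranges of the number of DEGs by genotype. Astrocytes had 80 (without the male WT mouse of pool C) to 396 (female SOD1G93A, A), motor neurons 52 (female WT, C) to 260 (male SOD1G93A, B), microglia 2 (male SOD1G93A, A, or male WT, A or C) to 102 (female WT, A), and oligodendrocytes 3 (female WT, C) to 15 (female WT, B). Neurons had 2 (6 mice) to 10 (female WT, A or B), OPCs 0 (male SOD1G93A, C, or male WT, C) to 10 (male WT, B), Schwann and meningeal cells 1 (female WT, A, or male WT, A or B) to 7 (female WT, C), endothelial cells 1 to 5 (female WT, A), and ependymal cells 0 to 11 (male SOD1G93A, A). The neuron sub-types together had 18 (male SOD1G93A, A) to 108 (female WT, A). Microglia sub-cluster 0 had 0 (male WT, A) to 166 (female WT, A) and sub-cluster 1 had 0 (female SOD1G93A, B) to 5 (male WT, B). Oligodendrocyte sub-cluster 0 had 4 (female SOD1G93A, B) to 35 (female WT, B), and sub-clusters 1 to 4 had 2 (female SOD1G93A, A, or male SOD1G93A or WT, B) to 9 (female SOD1G93A, B or C).

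Between the sexes, outside X and Y, microglia had 33 genes with limma, 21 with edgeR, 8 without the replicate block and 16 without the filter, and between 8 (without the female SOD1G93A mouse of pool B) and 57 (male SOD1G93A, C) with single mice left out. The other 9 types together had 21 (13 higher, 8 lower in females), 36 with edgeR, 64 with DESeq2 (29 higher, 35 lower), 12 without the replicate block, 9 with a minimum count of 30, 79 without the filter and 83 with quality weights, and between 13 (male WT, A) and 202 (male WT, B) with mice left out. For the difference of the genotype effects between the sexes, the 10 types had 4 genes, 2 with edgeR, 1 with a minimum count of 30, 28 without the filter, and 2 (female WT, C) to 11 (female SOD1G93A, C) with mice left out. Neurons of unclear sub-type had 51, 24 with DESeq2 (6 higher, 18 lower), 3 with edgeR, 12 without the filter, 123 with quality weights and 0 without the replicate block, where the model with it had 788 genes at an unadjusted p under 0.05, and 0 (male SOD1G93A, A) to 167 (female WT, B) with mice left out. Astrocyte sub-cluster 3 had 26 genes between the sexes, 1 with DESeq2, 3 with edgeR, 75 without the filter, 11 with a minimum count of 30, 12 with quality weights, 14 without the robust option and 0 without the replicate block (287 at an unadjusted p under 0.05 with it), and 0 (male WT, A) to 61 (male SOD1G93A, C) with mice left out.

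Of the gene families in astrocytes, motor neurons, microglia and oligodendrocytes, 13 passed limma's camera with its preset correlation, and with an estimated correlation none did, at FDR values of 0.336 to 0.371. These had median log2 fold changes of 0.25 (complement), 0.58 (metallothioneins and ferritin), 0.46 (heat-shock proteins) and 0.34 (ribosomal proteins) in astrocytes, 0.41 (complement), 0.31 (metallothioneins and ferritin), 0.41 (ribosomal proteins) and −0.14 (cadherins, neuregulins and Rtn4) in microglia, 0.98 (heat-shock proteins) in motor neurons, and 0.20 (complement), 0.26 (metallothioneins and ferritin), 0.12 (heat-shock proteins) and 0.20 (ribosomal proteins) in oligodendrocytes. Under limma's fry, complement in astrocytes and oligodendrocytes and the metallothioneins and ferritin in astrocytes passed at FDR = 0.0157, and the other 10 did not (0.0963 to 0.373). Without the replicate block, 2 families of oligodendrocytes no longer passed camera, the metallothioneins and ferritin (0.26, camera FDR = 0.0571) and the heat-shock proteins (0.12, camera FDR = 0.0807).

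Leaving out single mice, in camera, moved the median of the astrocyte glutamate receptors between −0.19 (FDR = 0.00318, without the male WT mouse of pool A, 1 of 3 mice without which they passed) and 0.028 and of the astrocyte cadherins, neuregulins and Rtn4 between −0.24 (FDR = 0.0136, without the male WT mouse of pool A, 1 of 2) and 0.16. In microglia it ran from 0.27 to 0.58 for complement (lost without the female SOD1G93A mouse of pool B, 0.28, FDR = 0.113), from 0.19 (lost without that mouse, FDR = 0.472, and without the male SOD1G93A mouse of pool A, FDR = 0.185) to 0.56 for the metallothioneins and ferritin, and from 0.18 (lost without the male SOD1G93A mouse of pool A, FDR = 0.177) to 0.51 for the ribosomal proteins. Motor neuron glutamate receptors ran from −0.24 to −0.080 and passed without any 1 of 5 mice (FDR of 0.0157 to 0.0499), and motor neuron complement ran from 0.18 to 1.17 and passed without the female SOD1G93A mouse of pool A (0.79, FDR = 0.0335). In oligodendrocytes the glutamate receptors ran from −0.22 to 0.066 and passed without any 1 of 4 mice (FDR of 2.38e-04 to 0.0294), complement from 0.11 to 0.31 (lost without the female SOD1G93A mouse of pool A, FDR = 0.0842, or the male SOD1G93A mouse of pool B, FDR = 0.0585), the metallothioneins and ferritin from 0.078 to 0.36 (lost without any 1 of 5 mice, FDR up to 0.209), the heat-shock proteins from 0.030 to 0.27 (lost without any 1 of 3 mice, FDR up to 0.117) and the ribosomal proteins from 0.12 to 0.26 (lost without the male SOD1G93A mouse of pool B, FDR = 0.0768).

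In the test of abundance, Schwann and meningeal nuclei had a log2 fold change of 1.42 by genotype (edgeR FDR = 0.149), 1.72 with TMM factors (edgeR FDR = 0.0362), and 1.14 to 1.99 with mice left out, passing only without the female WT mouse of pool B (edgeR FDR = 0.00629). No other type passed for genotype or sex under any alternative run. Apart from the changes named in this part, the replicate block changed no call of a family or of abundance and no count by more than 1.5 times. Beyond settings that test fewer nuclei, fewer genes or a stricter threshold, the cause was not tested. Of the 10 cell types, depth limits fibroblasts and ependymal cells most, where 561 and 471 genes could be tested, against 5118 in motor neurons and 9347 in astrocytes.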

Differences from the paper's values

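No value that the paper states in its text or in the readable part of Supplementary Data 1 differed from the value computed here by more than 1.5 times or in sign.

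The paper's text lists Grin2c among the genes that rise in SOD1G93A astrocytes. Here its log2 fold change was −0.78 (limma FDR = 0.0404), lower in 6 of 6 pairs, and the value in the paper's Supplementary Data 1 is −0.779. No alternative that was run gave a rise of Grin2c.

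The paper states that, with X- and Y-linked genes set aside, most cell types had no genes that differed between the sexes, microglia being the exception. Of the other 9 types, 5 had at least 1 gene outside X and Y at limma FDR < 0.1 and 4 had 0, with 10 in endothelial cells, 4 in astrocytes, 3 each in OPCs and in Schwann and meningeal cells, and 1 in neurons. This tally by type was not computed under the alternatives.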

Other observations

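Of the tests below, those of RNA from other cell types, of free RNA, of several nuclei in 1 droplet and of more microglial RNA, the gene length correction and the thinning of UMIs as added settings, and the comparison of astrocytes with neurons and oligodendrocytes at their own numbers of nuclei were chosen only after the results were seen. A stricter rule for RNA from other types, which asked for genes 4 times higher in the source, was replaced after it had left no gene for neurons as the source.

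The labels of each comparison were swapped within pools in 32 ways. For genotype, only the true labels gave as many DEGs (1 of 32) in astrocytes, motor neurons, microglia and microglia sub-cluster 0. Other splits gave at most 6, 18, 2 and 18 genes there, which argues against chance for these 4 counts. A share of 1 in 32 is the smallest this test can give, and it was not adjusted over the counts tested. Chance cannot be excluded for neurons (2 of 32), Schwann and meningeal cells (2), oligodendrocyte sub-cluster 0 (2), oligodendrocytes (3), the neuron sub-types in total (4), OPCs (5) or oligodendrocyte sub-cluster 1 (5). In endothelial cells (10 of 32), oligodendrocyte sub-cluster 2 (11) and microglia sub-cluster 1 (19) the count is 1 gene, Sod1, and how often other splits call any 1 gene says nothing about the change of Sod1. Between the sexes, outside X and Y, chance is argued against for the 10 genes of endothelial cells (1 of 32, with at most 2 genes in other splits). Schwann and meningeal cells also had 1 of 32, but with 3 genes against 1 in another split, so that chance is at most narrowly excluded. It cannot be excluded for astrocytes (2), neurons (4) or OPCs (5). In microglia only the true labels gave as many as 33 genes (1 of 32), but another split gave 31, so that chance is at most narrowly excluded there.

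Astrocytes had the most DEGs by genotype. RNA from neurons and from oligodendrocytes is argued against as raising most of them, since 9.35% of the 214 genes lay below the neuronal level in the group where they were highest and 7.48% below the oligodendrocyte level, against 28.8% and 30.5% of all genes tested. Dilution of astrocyte RNA by RNA of other types was not tested as a cause of lower levels. Gene length is argued against as the whole cause, since 76.6% of the genes passed after a correction for length. More cytosolic RNA in SOD1G93A mice was not tested as a cause of the higher genes and stays open. Ribosomal proteins were also higher in astrocytes (median log2 fold change 0.34, camera FDR = 1.76e-10, fry FDR = 0.18). They were unchanged in neurons (0.02, camera FDR = 0.917) and lower in endothelial cells (−0.23, camera FDR = 7.01e-08, fry FDR = 0.698). With as many nuclei per mouse as motor neurons, astrocytes gave a median of 1.5 DEGs and the other types drawn 0 or 1. With so few DEGs in every type drawn, the number of nuclei cannot be told apart there from a larger response. At their own numbers of nuclei, neurons and oligodendrocytes had more nuclei than astrocytes and at most 5 DEGs, which argues against the number of nuclei for these 2 types. The genotype stays open as the biological explanation, as a hypothesis.

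For the 157 DEGs of motor neurons, RNA from oligodendrocytes is argued against as raising most genes (15.9% below their level, against 33.4% of all genes tested). For RNA from astrocytes the share was 27.4% against 31.8%, with 35 of the 73 higher and 8 of the 84 lower genes. At least 2 times the level in astrocytes was found for 20.4% of the DEGs, 29 of them higher genes, against 11.6% of all genes tested. Astrocyte RNA is therefore argued against as raising most of the lower genes in the group where they were highest. For the higher genes astrocyte RNA stays open. This comparison of levels cannot exclude that RNA of other types diluted motor neuron RNA in SOD1G93A mice, which was not tested. After the correction for gene length 61.8% of the DEGs passed. With every mouse thinned to 27658 UMIs, 771 genes could be tested and limma called 0, so that depth cannot be told apart from genotype by this test, because few genes were left.

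Microglial nuclei held a median of 46927 UMIs and more neuron marker RNA than the other glial types. In CPM, microglia were above endothelial cells, astrocytes, OPCs and oligodendrocytes in at least 10 mice each, but above Schwann and meningeal cells in only 9 of 12, with medians of 505 and 456 CPM. Free RNA is argued against as the source by the UMIs of the neuron markers per nucleus, with a median of 22 in microglia against 1 in Schwann and meningeal cells and in OPCs and 0 in astrocytes, endothelial cells and oligodendrocytes. Of the microglial nuclei, 74.4% had at least the neuron marker UMIs of a median neuron, which is consistent with several nuclei in 1 droplet. Nuclei of different mice in 1 droplet are argued against, since RNA of the other sex stood at a median of 0.731% of its level in that sex, where neurons had 2.71%. Nuclei of the same mouse in 1 droplet stay open. The OPC markers were also above their level in neurons, at 672 against 431 CPM, and so were the oligodendrocyte markers, at 2370 against 382 CPM. Pearson's r was computed for the log2 CPM of microglia across genes, which are not independent replicates. It was 0.969 with OPCs, 0.919 with neurons and 0.899 with oligodendrocytes. RNA of OPCs and of oligodendrocytes stays open as well. No biological explanation was tested.

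With sub-cluster 2 as microglial reference and neurons as background, Cx3cr1, Csf1r and Ptprc gave microglia sub-cluster 0 a microglial part of 9.29% to 14.0%. The same genes gave sub-cluster 1 a part of −0.0424% to 2.7%. Sub-cluster 2 itself carried the oligodendrocyte markers at 5510 CPM, where oligodendrocytes had 6150. The reference may therefore be mixed, and these percentages are relative to it and not a share of microglial RNA. The DEGs of microglia sub-cluster 0 were not mainly genes that neuronal RNA can raise (22.2% against 25.6% of all genes tested). RNA from oligodendrocytes and from astrocytes was not tested as their source. As a class, 26 genes other than its DEGs, at least 4 times higher in sub-cluster 2 than in every other cell type, had a median log2 fold change of 0.43 in sub-cluster 0, and 4 of 32 splits gave one as large. A larger share of microglial RNA per nucleus in SOD1G93A mice therefore cannot be told apart from a change within microglia, since the splits leave it open. Both stay open.

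Of the 33 genes that differed between the sexes in microglia, 90.9% lay below the astrocyte level, against 34.2% of all genes tested, and 6.06% below the neuronal level, against 26.1%. A class of 27 astrocyte genes outside the 33 had a median log2 fold change of 0.60 between females and males, with 2 of 32 splits as large. RNA from astrocytes in microglial nuclei is a candidate explanation, and RNA from neurons is argued against as raising these genes. A difference of microglia between the sexes stays open and was not tested apart from this.

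In Schwann and meningeal nuclei, RNA of the other sex stood at a median of 18.8% of its level in that sex, from 5.52% to 64.6% over the mice, above neurons in 12 of 12 mice. The neuron markers stood at a median of 456 CPM in these nuclei over the mice, against 156 in astrocytes, and together this is consistent with free RNA in droplets of low UMI content. No biological explanation was tested.

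Xpo1, the DEG of neurons with the same FDR as Sod1, rose from 72.5 ± 2.90 CPM in WT to 108.4 ± 7.44 in SOD1G93A mice (SD, n = 6 mice each), a log2 fold change of 0.58 (limma FDR = 0.00246, higher in 6 of 6 pairs). Over the alternatives run, its FDR in neurons lay between 5.68e-09 (DESeq2) and 0.0272 (limma, without the female SOD1G93A mouse of pool A). In oligodendrocyte sub-cluster 1 it was 0.81 (limma FDR = 0.0388, higher in 6 of 6 pairs), and its FDR over the alternatives lay between 0.0159 (limma, no filter on low counts) and 0.389 (DESeq2). There it no longer passed without any 1 of 6 mice, with a limma FDR up to 0.26 without the female WT mouse of pool B. For Xpo1 no explanation was tested.

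The paper scored the activity of regulatory networks from the ranks of their genes, and for FOS it also stained the protein. RNA of single genes named for these networks is a different measure. Some of these genes were too low to be tested here, or their change did not pass. In astrocytes, Fos was below the count filter, at 4.07 ± 3.28 CPM in WT and 13.9 ± 4.51 in SOD1G93A mice (26 and 64 UMIs, SD, n = 6 mice each; exact permutation test, two-sided, p = 0.00216, unadjusted, higher in 6 of 6 pairs), and Pparg was below it too (38 and 26 UMIs). Smarca4 had a log2 fold change of −0.11 there (limma FDR = 0.81, higher in 3 of 6 pairs). In motor neurons Rcor1 was at 0.26 (limma FDR = 0.662, higher in 4 of 6 pairs). In microglia sub-cluster 0 Egr1 was below the filter (19 and 27 UMIs), and Hdac6 was at 0.44 (limma FDR = 0.749, higher in 4 of 6 pairs). In oligodendrocyte sub-cluster 0 Igf1r was at 0.18 (limma FDR = 0.95, higher in 5 of 6 pairs).

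Of the gene families outside the 4 types the paper studies further, limma's camera called 3. Heat-shock proteins had a median log2 fold change of 0.08 in neurons (camera FDR = 0.0484, fry FDR = 0.645), ribosomal proteins −0.23 in endothelial cells (camera FDR = 7.01e-08, fry FDR = 0.698), and cadherins, neuregulins and Rtn4 0.16 in Schwann and meningeal cells (camera FDR = 0.0165, fry FDR = 0.645).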
